# Signaling through the dystrophin glycoprotein complex affects the stress-dependent transcriptome in *Drosophila*

**DOI:** 10.1242/dmm.049862

**Published:** 2023-01-31

**Authors:** Travis D. Carney, Rucha Y. Hebalkar, Evgeniia Edeleva, Ibrahim Ömer Çiçek, Halyna R. Shcherbata

**Keywords:** Muscular dystrophy, Dystrophin glycoprotein complex, Dystroglycan, Stress response, *Drosophila*

## Abstract

Deficiencies in the human dystrophin glycoprotein complex (DGC), which links the extracellular matrix with the intracellular cytoskeleton, cause muscular dystrophies, a group of incurable disorders associated with heterogeneous muscle, brain and eye abnormalities. Stresses such as nutrient deprivation and aging cause muscle wasting, which can be exacerbated by reduced levels of the DGC in membranes, the integrity of which is vital for muscle health and function. Moreover, the DGC operates in multiple signaling pathways, demonstrating an important function in gene expression regulation. To advance disease diagnostics and treatment strategies, we strive to understand the genetic pathways that are perturbed by DGC mutations. Here, we utilized a *Drosophila* model to investigate the transcriptomic changes in mutants of four DGC components under temperature and metabolic stress. We identified DGC-dependent genes, stress-dependent genes and genes dependent on the DGC for a proper stress response, confirming a novel function of the DGC in stress-response signaling. This perspective yields new insights into the etiology of muscular dystrophy symptoms, possible treatment directions and a better understanding of DGC signaling and regulation under normal and stress conditions.

## INTRODUCTION

The dystrophin glycoprotein complex (DGC) is a cell membrane-associated protein complex that connects the extracellular matrix (ECM) to the cytoskeleton of the cell. The core components of the DGC are the transmembrane, ECM-associated protein dystroglycan (Dg in *Drosophila*), cytoplasmic dystrophin (Dys in *Drosophila*) and cytoplasmic syntrophin (Syn1 in *Drosophila*) proteins (Fig. 1A). DGC dysfunction is associated with a group of diseases, the muscular dystrophies (MDs), which have deleterious and sometimes fatal effects on muscles and the nervous system. For example, loss of dystrophin results in Duchenne MD (Ervasti and Campbell, 1993) and aberrant glycosylation of dystroglycan leads to severe forms of congenital and late-onset MDs (Barresi et al., 2004; Bigotti and Brancaccio, 2021; Brun et al., 2018; Goddeeris et al., 2013; Imae et al., 2021; Joseph and Campbell, 2021; Mantuano et al., 2021; Munot et al., 2022; Xie et al., 2022; Yatsenko et al., 2021). In contractile muscle cells, DGC-dependent linkage of the ECM and intracellular cytoskeleton accounts for the stability and mechanical stress resistance of the sarcolemma, limiting contraction-initiated damage (Demontis et al., 2013; Gao and McNally, 2015; Larsson et al., 2019). MD patients experience progressive muscle degeneration and often die because of heart or respiratory failure. Duchenne MD patients also suffer from cognitive impairment (Perronnet and Vaillend, 2010), and some patients with congenital MDs exhibit structural brain abnormalities, intellectual disabilities, abnormal neuronal migration and changes in white matter (Cohn, 2005). In addition to muscular and neurological deficits, it has been reported that DGC deficits can result in reduced male fertility in mice (Chen et al., 2017; Hernandez-Gonzalez et al., 2005), and in *Drosophila*, these deficits cause systemic problems such as an inability to maintain temperature homeostasis (Takeuchi et al., 2009).

**Fig. 1.**
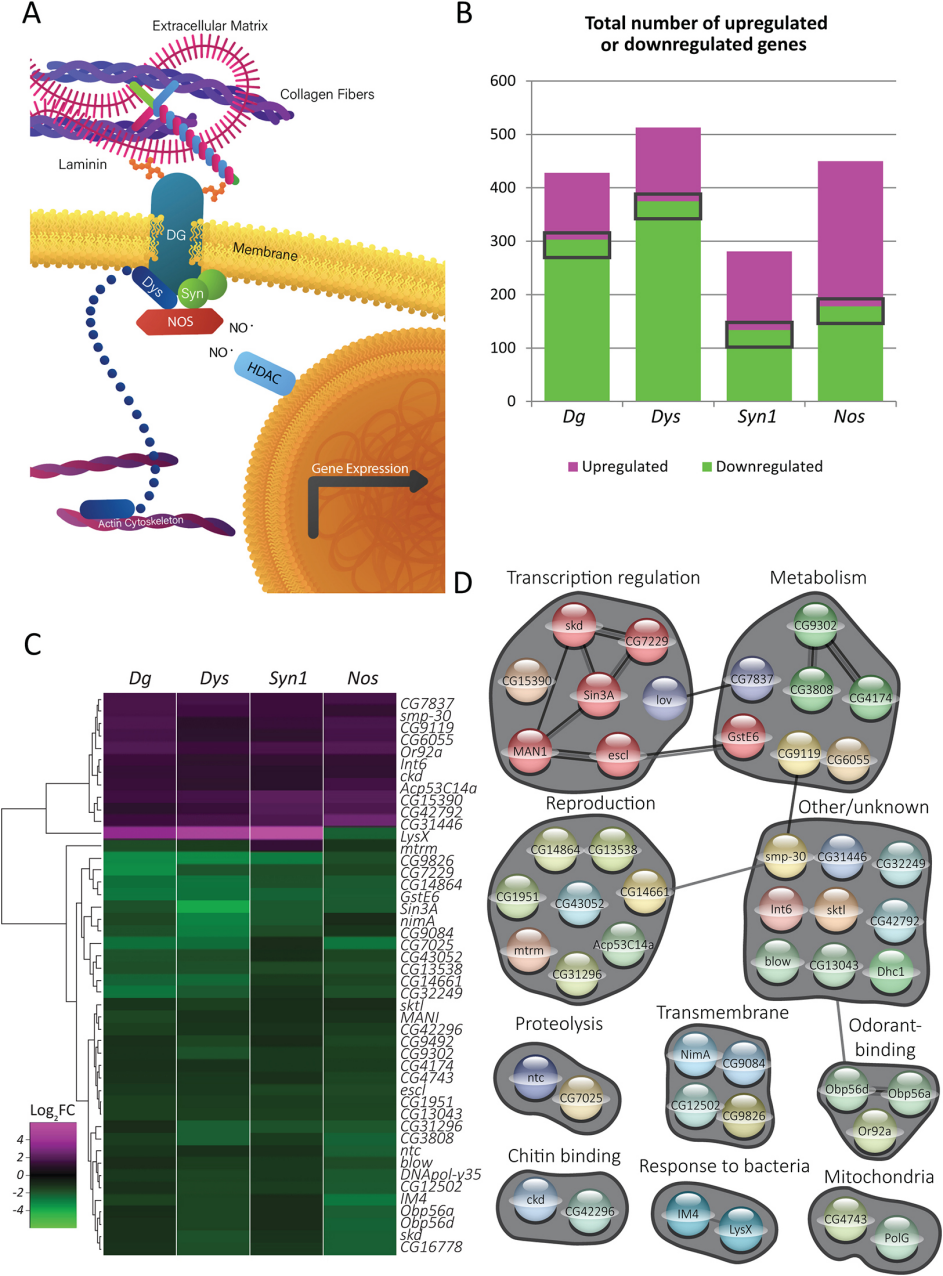
**DGC-dependent signaling exerts a defined transcriptional response.** (A) Schematic of the DGC and associated proteins. The transmembrane protein Dystroglycan (Dg) is the core component of the complex. Its glycosylated extracellular domain associates with the extracellular matrix, whereas its intracellular portion associates with Dystrophin (Dys) and Syntrophin (Syn), which can act as structural and signaling scaffolds, attaching to the intracellular cytoskeleton as well as to signaling molecules such as nitric oxide synthase (Nos). The nitric oxide (NO) produced by Dys-associated Nos can nitrosylate intracellular proteins such as histone deacetylases (HDACs), affecting the expression of downstream genes. (B) Numbers of genes found to be dysregulated in flies mutant for each of four DGC components: *Dg* (*DgO55/DgO86*), *Dys* [*Df(3R)Exel6184*], *Syn1* [*ΔSyn15-2/Df(3L)BSC450C*] and *Nos* [*ΔNos^15^/Df(2L)BSC230*]*.* The numbers of dysregulated genes ranged from 281 for *Syn1* to 513 for *Dys*. The gray rectangles represent the 46 genes that are dysregulated in all four mutants. (C) Heat map illustrating the 46 genes that are dysregulated in all four mutants assayed. Eleven genes are upregulated and 33 downregulated in all mutants; only two genes, *LysX* and *mtrm*, are differentially regulated depending on the genotype. (D) STRING-based clustering of the gene products of the 46 genes that are dysregulated in all four DGC mutants. The clusters are labeled according to the functions and processes in which the genes are involved. Gray lines indicate physical interactions, both putative and experimentally determined; different shades of gray are used for contrast purposes.

The DGC is also involved in cell signaling. Syntrophins have multiple protein-protein interaction motifs and can serve as adaptor proteins capable of binding to heterotrimeric G proteins and neuronal nitric oxide synthase (Nos in *Drosophila*), among other signaling modules (Cacchiarelli et al., 2010; Xiong et al., 2009; Zhou et al., 2006). Syntrophins constitute a cytoplasmic platform to which neuronal Nos can bind and produce nitric oxide (NO), an important signaling molecule that acts via the nitrosylation of intracellular proteins. This nitrosylation serves to inhibit mammalian histone deacetylase 2 (HDAC2), leading to the activation of HDAC2-responsive genes, including microRNAs necessary for the differentiation of muscle progenitor cells (Cacchiarelli et al., 2010). In flies, Dg and Nos signal cooperatively via a feedback loop in which Nos activity promotes the expression of a cluster of microRNAs that directly target the *Dg* transcript. Consistent with a functional DGC providing a signaling platform for Nos, overexpression of Dg results in increased production of NO by Nos (Yatsenko et al., 2014b). As the DGC is a mechanosensory complex, this conserved link demonstrates an important connection between intercellular forces and transcriptional activity.

Another important example of the link between the DGC, signaling and downstream transcriptional activity is demonstrated by the relationship between the DGC and Hippo signaling in both mice and *Drosophila*. In murine cardiomyocytes, the phosphorylated effector of Hippo signaling, Yap, is directly bound by the Dg ortholog Dag1, and thus sequestered by the membrane-associated complex. This sequestration serves as an important control for cardiomyocyte proliferation, evidenced by an overproliferation phenotype at the site of cardiac injury in Hippo-Dag1 double mutants (Morikawa et al., 2017; Vita et al., 2018). Similarly in flies, the Hippo effector Yorkie (Yki) physically associates with the DGC, as does another component of the signaling cascade, Kibra (Kbr). These interactions were shown to promote the maintenance of muscle integrity during aging in adult flies (Yatsenko et al., 2020).

A fundamental factor affecting organismal physiology is temperature. Genomics studies in various model organisms, such as mice, flies, worms and yeast have demonstrated that in response to heat stress, a rapid and transient reprioritization of the gene expression program occurs. These changes include repression of genes involved in growth and cell proliferation, rearrangement of DNA and chromatin, regulation of energy metabolism and the redox state of the cells, alternative splicing and proteostasis (Evans, 2015; Gasch et al., 2000; Lopez-Maury et al., 2008; Sorensen et al., 2016). Exposure to high ambient temperatures can result in high morbidity and mortality (Shindell et al., 2020; Vicedo-Cabrera et al., 2021). Extreme or prolonged heat can overwhelm thermoregulatory capacity even in healthy persons, but it is especially dangerous for patients with muscle disorders (Cheshire, 2016). For example, patients with MDs have a high risk of malignant hyperthermia and heart failure as a response to anesthetic agents (Hayes et al., 2008; Ohkoshi et al., 1995; Rohde et al., 2014). In these individuals, a drastic increase of Ca^2+^ in skeletal muscle leads to sustained contractions, heat generation and a dangerous increase in body temperature. In *Drosophila* larvae, *Dg* mutation also causes increased intracellular Ca^2+^ concentration and concomitant oxidative metabolism, resulting in a cold-seeking behavior that is rescued by the transgenic re-introduction of *Dg* (Takeuchi, et al., 2009). However, the role of the DGC in thermoregulation remains elusive. Moreover, as increasing worldwide environmental temperatures have dire health effects, particularly among urban dwellers and people with metabolic and cardiopulmonary disorders (Burkart et al., 2021; Ebi et al., 2021; Shindell et al., 2020; Vicedo-Cabrera et al., 2021), it is important to understand the influence of heightened temperature not only on patients with MDs but also on the wellbeing of healthy individuals.

In addition to genetic disorders (such as MDs), other physiological and pathological stimuli (e.g. fasting and cachexia) can cause muscle wasting. Starvation usually results in muscle atrophy, which is loss of muscle mass due to an increase in protein degradation or a decrease in protein synthesis (Piccirillo et al., 2014). Muscle loss is an integral feature of systemic diseases including cancer, cachexia, cardiac failure, AIDS and sepsis. One important aspect of the stress response to dietary restrictions is an alteration in muscle metabolism that leads to the decreased usage of carbohydrates, so that they can be spared for the organs and tissues in which glucose is essential, such as the central nervous system. Loss of muscle mass due to aging, also known as sarcopenia, is often associated with muscle disuse, fasting, extrinsic changes in innervation, stem cell function and endocrine regulation of muscle homeostasis (Demontis et al., 2013). This loss of muscle mass is triggered, in part, by the reduced content of the DGC in membranes, the integrity of which is vital for muscle health and function. In fact, the reduction in DGC content appears to precede and promote age-associated muscle atrophy and associated weakness and frailty (Bengtsson et al., 2022). Conversely, stabilization of the DGC on the muscle membrane markedly attenuates atrophy (Eid Mutlak et al., 2020). Therefore, understanding the role of the DGC in muscle maintenance upon metabolic stress is extremely important for understanding the molecular mechanisms that cause muscle atrophy during aging and in various catabolic states (e.g. starvation, type 2 diabetes). However, it is not clear how this mechanosignaling complex affects various components of the cellular stress response.

The components of the DGC are evolutionarily conserved from *Drosophila* to mammals but exist in flies with significantly less redundancy (Greener and Roberts, 2000). As in mammals, the DGC components in *Drosophila* are expressed not only in muscles, but also in nervous and other tissues (Bogdanik et al., 2008; Dekkers et al., 2004; Marrone et al., 2011a; van der Plas et al., 2006). Flies deficient for Dys or Dg develop phenotypes similar to those seen in MD patients, both in the muscle and the nervous systems. They experience a shortened lifespan, decreased mobility, age-dependent muscle degeneration and defective neuron differentiation (Shcherbata et al., 2007). Using *Drosophila melanogaster* as an MD model, our laboratory previously demonstrated that temperature, metabolic stress, oxidative stress and aging can enhance muscle degeneration in flies mutant for *Dys* or *Dg*, and can promote degeneration even in wild-type flies (Kucherenko et al., 2011). In addition, we found a group of both dystrophy- and stress-dependent microRNAs that are upregulated or downregulated due to high-temperature stress in wild-type flies but fail to change their expression levels under high-temperature stress in dystrophic flies (Marrone et al., 2012). These data support a concept that there is a signaling pathway under stress between the cell membrane-associated DGC and nuclear gene expression.

To find novel DGC-dependent genetic pathways and to further investigate the relationship between the DGC and the transcriptional stress response, we performed RNA-sequencing (RNA-seq) analysis from whole flies under unstressed conditions, under temperature stress and under metabolic stress. We compared control flies to mutants of four different DGC components: Dg, Dys, Syn1 and Nos (Table S1). From this analysis, we uncovered a group of genes that are dysregulated in all four DGC mutants in unstressed conditions, representing genes that are specifically regulated by DGC-dependent signaling mechanisms. Consistent with the DGC being a coherent signaling center, nearly all of these genes were similarly upregulated or downregulated in all four mutants. By comparing stressed to unstressed control flies, we identified several hundred genes that are differentially regulated in response to either temperature or metabolic stress. Consistent with previous studies (Lecheta et al., 2020; Sorensen et al., 2005; Telonis-Scott et al., 2013; Zhou et al., 2012), we found that the majority of the dysregulated genes are downregulated by temperature stress, but more genes are upregulated by dietary restriction. This pattern is also evident in aged flies and those subjected to oxidative stress (Landis et al., 2004). Strikingly, only a small minority of genes are commonly dysregulated by both stresses, illustrating the distinct transcriptional responses to temperature and metabolic stress. Finally, we identified sets of genes for which differential expression patterns under stress are perturbed in mutants with a non-functional DGC, constituting groups of genes dependent on the DGC signaling pathway for a proper stress response. A whole-genome overview of organismal transcriptional changes is an important descriptive analysis of the DGC-dependent stress response. This work reveals a novel function of the DGC in stress-response signaling. The view of the DGC as a regulatory unit involved in the stress response will give new insights into the etiology of MD symptoms and possible directions of symptomatic treatment and relief.

## RESULTS AND DISCUSSION

### DGC-dependent signaling exerts a defined and consistent transcriptional response

To validate that the DGC complex exerts a coherent transcriptional effect, we first investigated the effects of multiple DGC mutants – *Dg*, *Dys*, *Syn1*, and *Nos* – in comparison to control flies (Table S1). 

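RNA was sequenced from pools of whole male flies of 5 genotypes, each kept unstressed, under temperature stress or under metabolic stress. This gave 15 libraries, with 1 library for each genotype and condition, so no group has a replicate. The flies labelled *Dg* carried a pair of mutant *Dg* alleles, and those labelled *Dys* were homozygous for a deficiency that removes *Dys*. The flies labelled *Syn1* and *Nos* carried a mutant allele over a deficiency of the region.
The authors deposited FPKM values, that is fragments on a transcript scaled to its length in kilobases and to the number of mapped fragments of the library. The tool that made them is not stated, and they are not the counts that the Materials and Methods describe. All libraries list the same loci, of which 10776 carry a gene name. The 10350 named loci whose estimate was marked as OK in all 15 libraries were analysed, a choice made after the values had been seen. A locus can list more than 1 gene, and a gene name can stand on more than 1 locus. Summed FPKM ran from 242249 to 347097 per library with a median of 273039, and it does not measure depth. Relative depth was recovered from the steps between low values of the same locus. It ran from 0.798 to 1.12 of the unstressed control library, with a median of 0.958. Ratios were taken on log2(FPKM + 1), which understates the change of loci with low values. For each mutant, the log2 ratio to control was taken within each of the 3 conditions and averaged over them, so a standard deviation (SD) given with n = 3 is the spread over conditions and not over replicates.
The targeted genes were read first, at the positions listed with the values, whose genome build is not stated. The main *Syn1* locus (chromosome 3L, 21738454 to 21766542) had FPKM of 7.60, 6.07 and 6.09 in the control libraries (unstressed, temperature and metabolic) and was listed at 0 in all 3 libraries labelled *Syn1*. The *Dys* locus with the highest values under that name alone (3R, 15238066 to 15468448) had FPKM of 28.7, 22.9 and 30.2 in control libraries and was listed at 0 in all 3 libraries labelled *Dys*. A locus of the same region listed jointly for *CG6255* and *Dys* kept 81.6, 88.3 and 89.2 in those libraries, against 65.5, 74.5 and 49.8 in control. The locus listed for *CG6700* and *Nos* (2L, 10804187 to 10842871) had 45.4, 31.2 and 42.9 in control and 23.2, 17.7 and 27.2 in the libraries labelled *Nos*, a mean log2 ratio of -0.79. The *Dg* locus (2R, 11968702 to 11986164) was not lower in the libraries labelled *Dg*. It had 13.6, 19.3 and 12.5 there against 14.2, 13.9 and 12.9 in control, so its level does not tell these libraries from control.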

By using these four different DGC mutant alleles and by hierarchical clustering of dysregulated genes, we were able to distinguish between genes downstream of the DGC complex as a whole and those that could be affected by individual mutant lesions owing to functions or pleiotropic effects unrelated to the DGC. By this rationale, if the DGC complex is responsible for distinct and regulated transcriptional outputs, we would expect to see that downstream genes are dysregulated similarly in each of the mutants. If, on the contrary, downstream genes were to exhibit differential dysregulation in each of the mutants, this would indicate that these transcriptional perturbations are not a result of the combined effect of the loss of DGC complex function, but rather result from unrelated or pleiotropic effects.

First, we filtered for genes that are upregulated or downregulated at least twofold in any of the DGC mutants compared with wild type, irrespective of stress (Fig. 1B). Each of the four DGC mutants exhibited a different number of total dysregulated genes, from 281 in *Syn1* mutants to 513 in *Dys* mutants. 

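Of the 10350 loci analysed, 864 had a mean log2 ratio to control of at least 1 in either direction in *Dys* mutants, 614 in the libraries labelled *Dg*, 475 in *Nos* mutants and 407 in *Syn1* mutants. More loci were lower than higher in each. Without the metabolic libraries this did not hold in *Syn1*, where 249 of 489 loci were higher, and 206 of 441 were higher in *Nos*. In the unstressed libraries alone, 303 of 616 were higher in *Nos*. The split of higher and lower loci was 284 and 580 for *Dys*, 183 and 431 for *Dg*, 154 and 321 for *Nos*, and 184 and 223 for *Syn1*. These counts come from a fold threshold alone and carry no p-value. With a pseudocount of 0.1 in place of 1, which moved them most, the counts rose to 2066 for *Dys*, 1709 for *Dg*, 1286 for *Syn1* and 1274 for *Nos*. A limma model with terms for genotype and condition, tested against a 2-fold change at an unadjusted P threshold of 0.1, called 401 loci in *Dys*, 266 in *Dg*, 202 in *Nos* and 192 in *Syn1*. The same fits gave 121, 70, 40 and 61 loci after Benjamini-Hochberg adjustment. That model has 8 residual degrees of freedom and takes its spread from the disagreement between conditions (median residual SD 0.193 on the log2 scale).

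**Figure D1:**
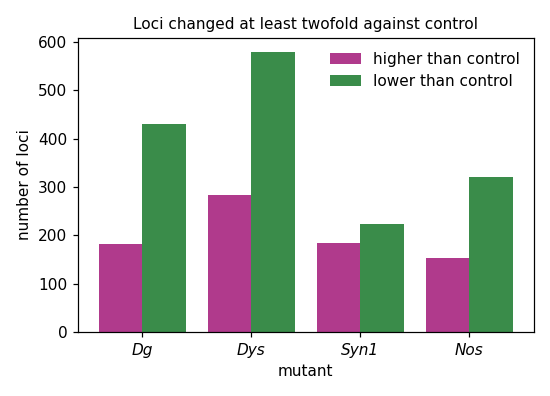
Number of loci (vertical axis) changed at least 2-fold against control in each mutant (horizontal axis), with loci higher than control and loci lower than control as separate bars. Lower loci outnumber higher loci in each mutant, from 223 against 184 in *Syn1* to 580 against 284 in *Dys*. Without the metabolic libraries, higher loci were more numerous in *Syn1* (249 of 489).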

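Altogether, 1452 loci changed at least 2-fold in at least 1 mutant, and 867 of them (59.7%) passed in 1 mutant only. Within each mutant's own list, the share of loci that passed in no other mutant was 46.2% for *Dys* (399 loci), 35.2% for *Dg* (216), 30.1% for *Nos* (143) and 26.8% for *Syn1* (109). Among the loci with the largest mean ratios and one direction in all 3 conditions, the mitochondrial locus *mt:CoI* was higher in *Dys* by 8.07 ± 0.26 (SD, n = 3 conditions) and in *Nos* by 8.54 ± 0.53 on the log2 scale, and near control in *Dg* (-0.02 ± 0.15) and *Syn1* (-0.04 ± 0.37). *CR43942* passed the threshold in *Dg* only, with -4.43 ± 0.37. *CG15025*, listed at the same position as the main *Dys* locus, was lower in *Dys* by -6.40 ± 0.37. *CG2871* was higher in *Nos* by 5.40 ± 1.94. *mp* was higher in *Syn1* (4.08 ± 0.51), *Dys* (4.59 ± 0.24) and *Nos* (3.03 ± 0.28), with 0.40 ± 0.39 in *Dg*.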

The majority of these genes were distinct to each genotype, implying that these were genetic lesion-specific effects. For this reason, we chose to focus instead on the subset of genes that were commonly dysregulated in all four mutant genotypes. 

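Intersecting the mutants' lists left 79 loci past the 2-fold threshold in each of the 4 mutants, and a further 165 passed in exactly 3. The setting that moved the intersection most was the pseudocount of 0.1, which gave 249 loci. With 1 mutant left out, the other 3 shared 131 loci without *Syn1*, 129 without *Nos*, 123 without *Dg* and 98 without *Dys*, and all 4 shared 126 without the temperature libraries. The limma calls of the 4 mutants shared 27 loci. When the libraries were assigned to genotypes at random within each condition, the median over 100 assignments was 11.5 loci in common (range 1 to 137), and 2 of the 100 gave at least 79. Among loci with the largest ratios, *CG33462* (2R, 11584197 to 11585510) was lower by -3.35 ± 0.82 in *Dg*, -3.35 ± 0.85 in *Dys*, -3.31 ± 0.82 in *Syn1* and -3.33 ± 0.85 in *Nos*. *CR43495* (X, 4735004 to 4800603) was lower by -3.05 ± 0.33, -3.20 ± 0.26, -3.27 ± 0.23 and -3.35 ± 0.22 in the same order. *Treh* (2R, 16952880 to 16978621) was lower by -3.10 ± 0.60, -3.05 ± 0.65, -2.49 ± 0.64 and -2.52 ± 0.71.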

With these criteria, we found that 46 genes were dysregulated by at least twofold in all mutant genotypes (dark rectangles in Fig. 1B,C; Table S2). Strikingly, 96% (44 of 46 genes) of these genes exhibited a matching upregulation or downregulation pattern in all DGC mutants. This strongly suggests that the DGC is integral to a defined transcriptional program. Therefore, we conclude that these genes likely represent ‘DGC-dependent’ genes.

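In the FPKM values, 73 of the 79 loci (92.4%) changed in one direction in all 4 mutants, 12 of them higher and 61 lower than control. Of the 27 loci that limma called in each mutant, 24 had one direction, 4 higher and 20 lower. The 6 loci with mixed directions were *Ref2*, *CG31637*, *ttv*, *LysD*, *C15* and the locus listed for *CR43882* and *Gef64C*, which were picked out after their values were seen. *ttv*, for instance, had a mean log2 ratio of 1.26 ± 0.52 in *Dg* and -3.28 ± 0.10, -3.25 ± 0.11 and -3.21 ± 0.05 in *Dys*, *Syn1* and *Nos*.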

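The 4 comparisons use the same 3 control libraries, so chance values of those libraries push all mutants the same way. In 100 simulations in which no genotype differed, a median of 5 loci (range 0 to 11) passed the 2-fold threshold in all 4 mutants. The median share of these in one direction was 100%, and 84 of the 100 simulations had a share at least as high as the observed one. Each mutant was also taken as the shared reference in place of control. The other 4 genotypes then had 129 loci in common against *Dys*, 108 against *Dg*, 72 against *Nos* and 48 against *Syn1*. The share of these in one direction was 99.2%, 94.4%, 84.7% and 89.6%. From the matching direction of change across its 4 mutants, the paper proposes that the DGC is integral to a defined transcriptional program and concludes that these genes likely represent DGC-dependent genes.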

As indicated above, each individual DGC lesion resulted in hundreds of dysregulated genes, whereas far fewer (46 genes) were commonly dysregulated in all four mutants – the most stringent criterion applied here. Applying the less stringent requirement that genes were dysregulated in only three out of the four mutants, an intermediate number of genes was the result. For example, if we disregarded the *Nos* loss-of-function (LOF) mutant and looked at only genes that were dysregulated in mutants of the core DGC components *Dg*, *Dys* and *Syn1*, we found that an additional 25 genes were dysregulated, or over 50% more genes (Table S3, genes shown in bold). 

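In the FPKM values, 50 loci passed the 2-fold threshold in *Dg*, *Dys* and *Syn1* and not in *Nos*. Of these, *LysC*, *Muc4B*, *LysB*, *CG4998* and *CR40469* had the largest ratios. *Muc4B* (X, 4138002 to 4140398) was higher by 4.05 ± 0.55 in *Dg*, 4.12 ± 0.34 in *Dys* and 3.37 ± 0.15 in *Syn1*, with 0.91 ± 1.52 in *Nos*. *CG4998* was higher by 3.15 ± 0.53, 3.51 ± 0.50 and 2.81 ± 0.72, with 0.26 ± 0.51 in *Nos*. For *CR40469* the values were 2.84 ± 0.08, 2.95 ± 0.49 and 2.92 ± 0.49, with 0.92 ± 1.48 in *Nos*. The *Nos* values of *Muc4B* and *CR40469* come from the metabolic library, with FPKM of 0.11 unstressed, 0.10 under temperature stress and 5.58 under metabolic stress for *Muc4B* and 0.13, 0.11 and 5.90 for *CR40469*. Without that library the means in *Nos* were 0.03 and 0.07. No test of a difference between *Nos* and the other mutants was run.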

We believe that the core DGC components Dg, Dys and Syn1 might behave more similarly to one another transcriptionally owing to cellular perturbations that result from a physically defective DGC. Mutation of *Nos*, in contrast, is well known to result in transcriptional changes due to nitrosylation of histone deactylases, as previously mentioned. Therefore, it was important that we required that genes be dysregulated in the *Nos* mutant as well as in the *Dg*, *Dys* and *Syn1* mutants, thereby actively selecting for genes that exhibited a transcriptional effect directly downstream of the DGC and increasing our confidence that they can truly be considered as DGC-dependent genes (Fig. 1B-D).

*LysX* and *mtrm* were differentially regulated across the four mutants*. mtrm* was downregulated in all mutants except *Syn1*, in which it was slightly upregulated; the expression changes were much more modest than those exhibited by *LysX*. The expression of *mtrm* is highly female biased and it encodes a protein required for proper chromosome segregation during meiosis (Harris et al., 2003). As we used male flies for the sequencing experiments, *mtrm* expression level was low in most samples (e.g. *mtrm* was among the lowest-expressing 25% of transcripts detected in *Canton-S* controls and the bottom 5% of *Dg* mutant transcripts).

*LysX* was the strongest upregulated gene in *Dg*, *Dys* and *Syn1*, but it was downregulated in the *Nos* mutant (Fig. 1C). This might indicate that *LysX* is regulated by the DGC complex and Nos via independent mechanisms. *LysX* is one of seven lysozyme genes in *D. melanogaster*, all of which are clustered on chromosome 2 near 61F. 

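The lysozyme genes *LysB*, *LysC*, *LysD*, *LysE*, *LysP* and *LysS* are all listed at one position on chromosome arm 3L, from 1205467 to 1235457, which spans them. *LysX* was not analysed here.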

Lysozymes hydrolyze peptidoglycan in bacterial cell walls and, in other insects, they are often found in the hemolymph and participate in antimicrobial defense. In *D. melanogaster*, however, rather than immune defense, lysozymes are strongly expressed in the digestive tract and are believed to be involved in the digestion of bacteria in the food (Daffre et al., 1994). Interestingly, the ingestion of bacteria results in the induction of *Nos* in the digestive tract (Foley and O'Farrell, 2003), raising the possibility that the subsequent production of NO induces the expression of *LysX* and other lysozyme genes. Thus, in *Nos* mutant animals, *LysX* was downregulated, as we saw here (Fig. 1C). It remains unknown, however, why *LysX* expression was upregulated in the *Dg*, *Dys* and *Syn1* mutants. Interestingly, in the analysis mentioned above in which we filtered for genes dysregulated in the *Dg*, *Dys* and *Syn1* mutant genotypes (excluding the *Nos* LOF mutant), two more lysozyme genes emerged, *LysE* and *LysS*, both of which were strongly upregulated in DGC mutants (Table S3). This result indicates that the DGC actively inhibits the expression of these lysosome genes by a Nos-independent mechanism, and it is consistent with our hypothesis that Nos is required for their upregulation in the gut.

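In the FPKM values, *LysE* was lower in the mutants of the core components. Its mean log2 ratio to control was -2.53 ± 1.21 (SD, n = 3 conditions) in *Dg*, -2.30 ± 0.52 in *Dys* and -1.93 ± 0.42 in *Syn1*, against -0.28 ± 0.74 in *Nos*. The limma test against a 2-fold change gave unadjusted P values of 0.000409, 0.00128, 0.00875 and 0.975. *LysS* passed the threshold in no mutant, with 0.13 ± 0.27, 0.55 ± 0.88, 0.38 ± 0.45 and 0.20 ± 0.39. Other lysozyme genes were higher. *LysC* was higher by 5.46 ± 0.31 in *Dg*, 7.11 ± 1.02 in *Dys* and 6.99 ± 0.73 in *Syn1*, with -0.01 ± 0.12 in *Nos*. *LysB* was higher by 2.86 ± 0.68, 4.27 ± 0.48 and 3.95 ± 0.98, with 0.25 ± 0.22 in *Nos*. *LysD* was higher by 1.51 ± 1.07, 3.40 ± 0.88 and 3.64 ± 1.23, and lower by -2.33 ± 0.68 in *Nos*. *LysP* had 1.27 ± 0.56, 0.50 ± 1.00, 1.06 ± 0.31 and 0.71 ± 0.79, and without the metabolic libraries 1.08 in *Dys* and 1.16 in *Nos*. These genes are paralogs that can share reads, and how the FPKM values divide shared reads among them is not stated, so the values of single genes are uncertain. Summed over *LysB*, *LysC*, *LysD* and *LysE*, the log2 ratio was 0.78 ± 1.06 in *Dg*, 2.38 ± 1.18 in *Dys*, 2.35 ± 1.11 in *Syn1* and -0.39 ± 0.67 in *Nos*.

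**Figure D2:**
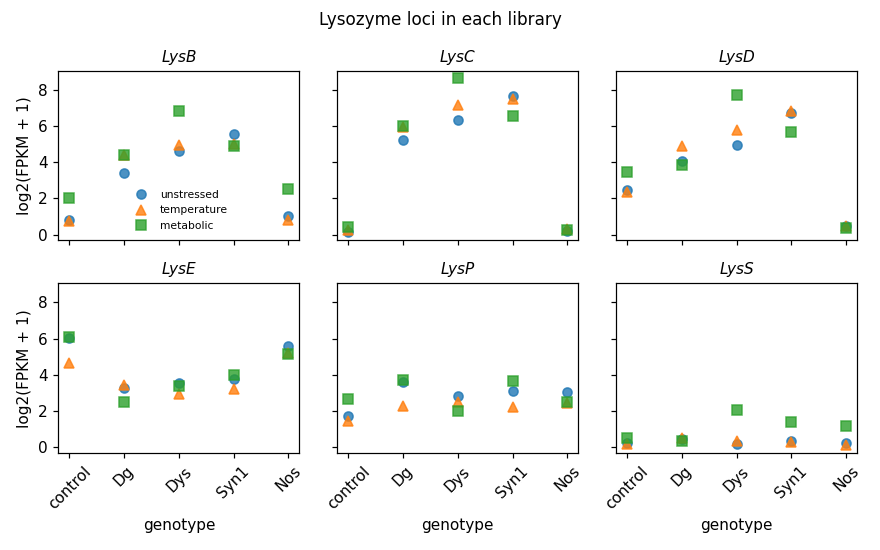
log2(FPKM + 1) of 6 lysozyme genes (vertical axis) in each genotype (horizontal axis), with 1 point per library and the condition shown by the marker. *LysC* lies near 0 in the control and *Nos* libraries and far above it in *Dg*, *Dys* and *Syn1* libraries, while *LysE* is lower in these than in control.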

To attain a clearer picture of the types of proteins encoded by the DGC-dependent genes, we clustered the gene products by annotated function and physical interactions using the STRING database (https://string-db.org; Szklarczyk et al., 2021). Direct and indirect physical interactions are shown as lines between nodes (genes), which we have assembled manually according to their annotated biological processes (Fig. 1D). The products of the genes that are dysregulated in all four DGC mutants are quite broad in function and associated biological process, suggesting that DGC deficiency has wide-ranging effects on the organism. Despite this, several distinct clusters emerged from our analysis, including ‘reproduction’, ‘transcription regulation’ and ‘metabolism’. 

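No functional clustering was run on the FPKM values. The genes that Fig. 1C shows were looked up among the loci analysed. A gene on more than 1 locus was read at the one with the highest mean FPKM, and its other loci can differ. Of the 33 genes shown as downregulated, 14 had a locus, and the median log2 ratio of these was -0.08 in *Dg*, -0.02 in *Dys*, 0.02 in *Syn1* and 0.05 in *Nos*. These medians stood at percentiles 20.9, 49.4, 69.4 and 70 among 10000 random lists of the same size matched on mean expression. Of the 11 genes shown as upregulated, 8 had a locus, with medians of -0.38, -0.31, -0.08 and 0.01 at percentiles 1.69, 8.89, 22.4 and 50.7 of such lists. Of these 8 loci, 0 were higher in *Dg*, 2 in *Dys* and 4 in both *Syn1* and *Nos*. Among the 14 loci of genes shown as downregulated, *Obp56a* was lower in all 4 mutants, as in Fig. 1C. Its ratios were -2.52 ± 1.43, -1.53 ± 1.00, -1.44 ± 1.76 and -1.54 ± 1.71 (SD, n = 3 conditions), where the last pair of means lies within its spread. Without the metabolic libraries these were -0.62 in *Syn1* and -0.70 in *Nos*.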

The finding that genes involved in reproduction are dysregulated by DGC mutations is consistent with the male infertility exhibited by dystrophin-utrophin double mutant mice (Chen et al., 2017; Hernandez-Gonzalez et al., 2005).

### Temperature and metabolic stress result in distinct transcriptional changes

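The stress libraries come from the same experiment and hold FPKM values made in the same way. Temperature stress was 33°C for 5 days, and metabolic stress was a diet of yeast paste only at 25°C for 4 days. Unstressed flies were kept at 25°C for 5 days on standard food. For control flies there is 1 library per condition, so the change under stress is the log2 ratio of a single stressed library to a single unstressed library and has no replicate check. The same ratio was computed in each mutant. With the 5 genotypes serving as repeats of each stress, limma was also fitted over all 15 libraries with genotype and condition as terms. Summed FPKM in the control libraries was 290567 unstressed, 258893 under temperature stress and 347097 under metabolic stress. The 10 highest loci held 12.4%, 9.87% and 11.7% of these sums.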

To investigate the genome-wide transcriptional effects of different stresses on adult flies, we determined the transcriptome-wide changes in gene expression of at least twofold in wild-type flies subjected to either temperature stress (33°C for 5 days) or metabolic stress (4 days with yeast paste-only diet; see Materials and Methods). These conditions resulted in very different transcription profiles (Fig. 2A,B). 

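Over the 5 genotypes, limma's test against a 2-fold change with Benjamini-Hochberg adjustment at 0.1 called 1 locus under temperature stress and 3 under metabolic stress, all of them higher. With 1 genotype left out, the counts ran from 0 to 5 and from 0 to 7. Against no change, 3400 loci had an unadjusted p-value below 0.05 under temperature stress and 1505 under metabolic stress. After adjustment at 0.1, 2699 and 303 loci were called, of any size of change. Asking for a 2-fold mean change as well, an alternative chosen after the data had been seen, left 242 and 126. The rule used for the genotypes, an unadjusted P of 0.1 against a 2-fold change, called 82 and 81 loci. It was also applied to the stresses only after the data had been seen.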

Temperature stress resulted in many more downregulated than upregulated genes (280 of 357 dysregulated genes were downregulated; 78.4%) (Table S4). This is similar to the results of a recent study that analyzed the human stress response to passive exposure to environmental heat at the transcriptomic level (Bouchama et al., 2017). This study revealed that the heat-reprogrammed transcriptome was predominantly inhibitory and that the differentially expressed genes encoded proteins that function in stress-associated pathways such as proteostasis, energy metabolism, cell growth and proliferation, and cell death and survival. 

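In the control libraries, 500 loci changed at least 2-fold under temperature stress, 377 of them lower (75.4%) and 123 higher. The setting that moved this count most was a 4-fold threshold, which left 65 loci with 81.5% lower, and the smaller pseudocount gave 1552 with 57.5% lower. Averaged over the 5 genotypes, 262 loci passed, 62.2% of them lower. In 100 simulations of a stressed library with no true change, a median of 296.5 loci (range 249 to 332) passed from noise of the size of each locus's residual SD in the limma model. That SD also holds any real difference between genotypes in their response to stress, so the noise may be overstated. For comparison, 235 loci changed in *Syn1* under metabolic stress, below the range of the simulations. In the other genotypes the counts of lower and higher loci were 196 and 244 for the libraries labelled *Dg*, 315 and 278 for *Dys*, 318 and 330 for *Syn1* and 388 and 187 for *Nos*, so lower loci did not outnumber higher ones in *Dg* or *Syn1*. The largest changes in control were *CG6966* (-5.56), *PGRP-SC2* (-4.48), *AcCoAS* (-4.32), *Fas3* (-3.69) and *CAP* (-3.65).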

The transcriptomic changes also included mitochondrial dysfunction, altered protein synthesis and reduced expression of genes related to immune function (Bouchama et al., 2017).

**Fig. 2.**
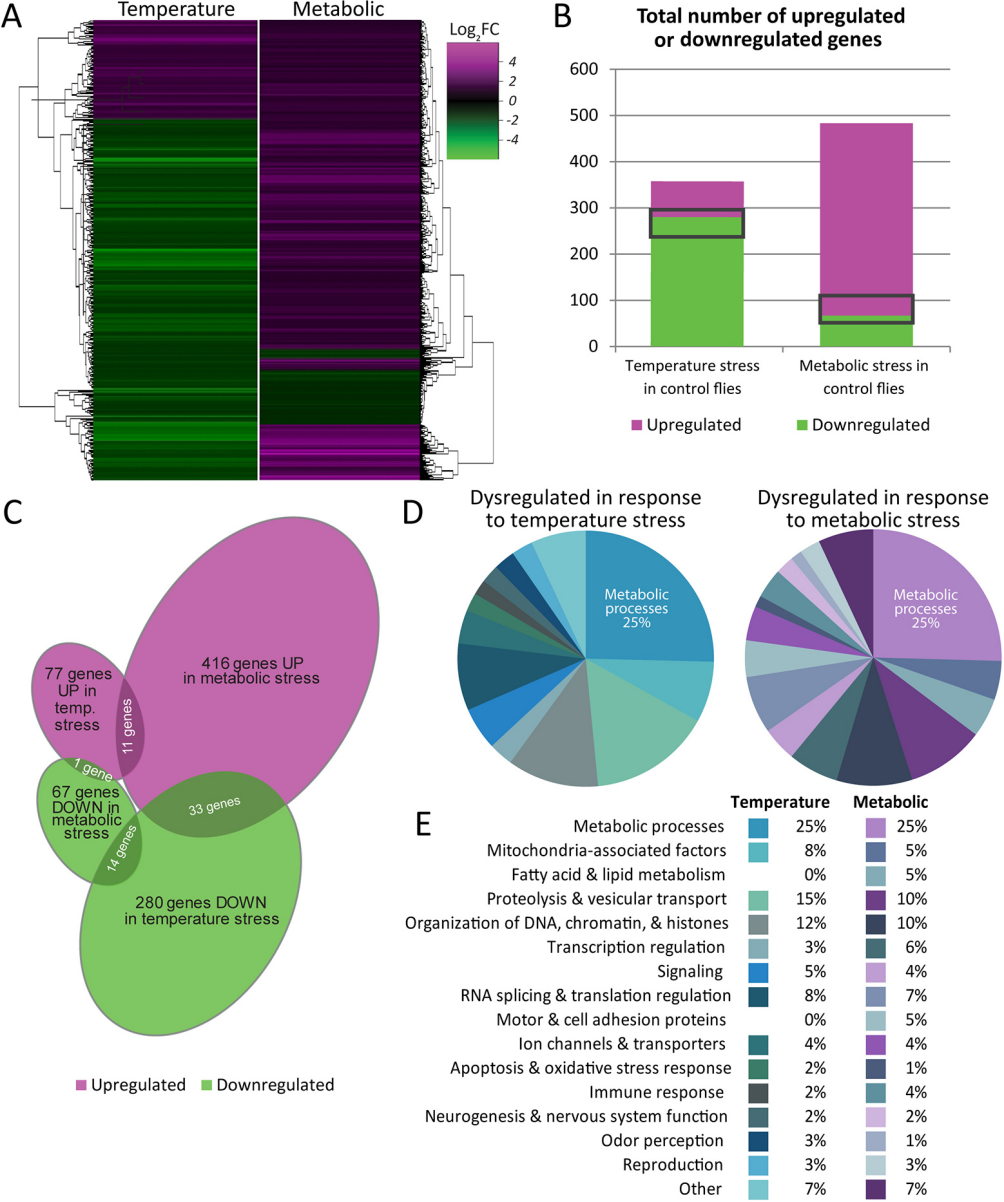
**Temperature and metabolic stress result in distinct transcriptional changes.** (A) Heat maps depicting all genes dysregulated in control flies by either temperature or metabolic stress, irrespective of their levels of expression in the DGC mutants. (B) The numbers of genes dysregulated in control flies by temperature stress (357 genes) or metabolic stress (483 genes). Temperature stress is much more likely to cause the downregulation of genes, whereas metabolic stress causes more upregulation. Gray rectangles indicate the 59 genes that were dysregulated by both stressors. (C) Venn diagram illustrating the upregulation (UP) and downregulation (DOWN) of genes as a result of temperature or metabolic stress. The overlapping regions add up to the 59 genes dysregulated by both stressors. (D,E) Categories of all genes with known functions that are dysregulated in response to temperature or metabolic stress. Pie charts (D) provide a visual depiction of the relative fraction each gene category constitutes of the total. The table (E) lists categories and percentages for both stress conditions. The largest category in both pie charts is ‘Metabolic processes’ (25%), and the categories in the pie chart extend in a clockwise direction in the same order as in the table. See also Fig. S2.

In contrast to temperature stress, metabolic stress is much more likely to cause upregulation (416 of 483 of dysregulated genes; 86.1%) (Fig. 2A,B; Table S5). 

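Under metabolic stress, 487 loci changed at least 2-fold in the control libraries, 450 of them higher (92.4%) and 37 lower. Averaged over the 5 genotypes, 214 loci passed, 93.9% of them higher. Within single genotypes, the higher and lower loci numbered 444 and 85 in *Dg*, 407 and 140 in *Dys*, 168 and 67 in *Syn1*, and 170 and 252 in *Nos*. Higher loci were thus the majority in each genotype except *Nos*. The largest changes in control were *CG34040* (5.17), *gprs* (4.60), the locus listed for *CG9463* and *CG9465* (4.55), *Jon25Bii* (4.51) and *CG13905* (4.43). *Jon25Bii* was also higher in each mutant, by 6.12 in *Dg*, 5.22 in *Dys*, 3.85 in *Syn1* and 2.90 in *Nos*. From the opposite balance of directions under the 2 stresses, the paper concludes that temperature and metabolic stress cause very different transcriptional outcomes.

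**Figure D3:**
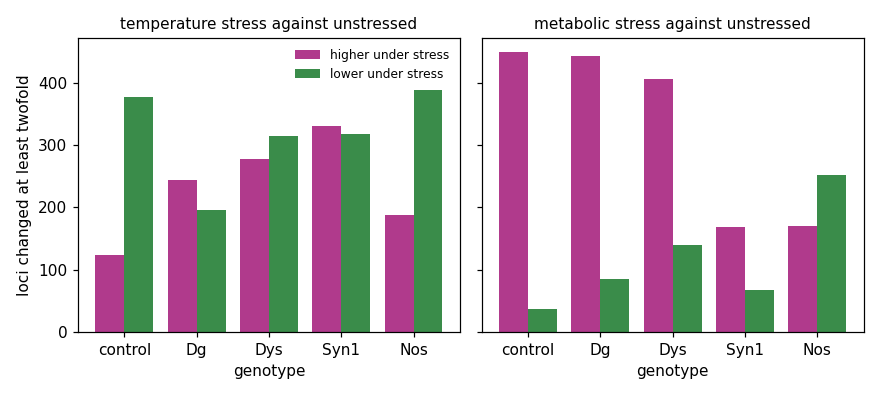
Number of loci changed at least 2-fold (vertical axis) in each genotype (horizontal axis) under temperature stress (left) and metabolic stress (right), each against the unstressed library of that genotype. In control, 377 of 500 loci are lower under temperature stress and 450 of 487 are higher under metabolic stress, while *Nos* has 252 lower and 170 higher loci under metabolic stress.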

The disparity we show between these different stress conditions is demonstrative of the fact that temperature and metabolic stress cause very different transcriptional outcomes. Heat shock protein (HSP) genes illustrate an important exception to this observation. Indeed, we found that of the 19 HSP genes we detected, most were weakly upregulated by temperature and downregulated by metabolic stress (Table S1). 

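Among the loci analysed, 6 carry a gene name that starts with Hsp. They are *Hsp60*, *Hsp60C*, the *Hsp60B* loci starting at 728172 and 731659, *Hsp67Bb*, and the locus listed for *Hsp67Ba* and *Hsp67Bc*. Most of the HSP genes that the paper detected are thus not covered. Their median log2 ratio under temperature stress averaged 0.17 ± 0.08 (SD, n = 5 genotypes) and was above 0 in 5 of 5 genotypes (two-sided exact sign-flip permutation test, p = 0.0625, the smallest that 5 genotypes allow). Under metabolic stress it averaged -0.05 ± 0.12 and was below 0 in 4 of 5 genotypes (the same exact test, p = 0.375). With loci of a mean FPKM under 1 left out, the temperature value was 0.26. *Hsp23* and *Hsp83* were not analysed here.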

Unexpectedly, however, none of these genes was upregulated more than twofold [log_2_(fold change or FC)>1] by temperature. 

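Of the 6 loci, 0 changed at least 2-fold under temperature stress in control flies, where the highest log2 ratio was 0.42 for *Hsp60C*. The locus listed for *Hsp67Ba* and *Hsp67Bc* rose by 0.24 in control, 0.99 in *Dg*, 1.22 in *Dys*, 1.51 in *Syn1* and 2.67 in *Nos*, so it passed 2-fold in 3 mutants. No test of the difference between control and the mutants was made for this locus alone.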

We propose that this weak upregulation is due to the relatively mild and chronic heat treatment to which we subjected our flies. 

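In control flies, 6 of the 6 Hsp loci analysed were higher under temperature stress, with a mean fold change of 1.15. Under metabolic stress 1 was higher and 5 were lower, with a mean fold change of 0.877. The 1 higher locus was the *Hsp60B* locus starting at 731659, which lay near the floor. Its control FPKM was 0.06 unstressed, 0.13 under temperature stress and 0.15 under metabolic stress.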

Sixteen out of 19 HSP genes were weakly upregulated by temperature with an average fold change of 1.3, whereas two genes were weakly downregulated. The final HSP gene, *Hsp23*, was the only HSP gene to show a dysregulation of more than twofold and exhibited a downregulation in temperature-stressed control flies (this downregulation was also exhibited by DGC mutants, placing *Hsp23* as a ‘DGC-independent’ temperature stress-responsive gene; see below). Interestingly, a recent study demonstrated that even though *Hsp23* was upregulated by heat, its loss of function increased the tolerance of fruit flies to heat stress (Gu et al., 2021). It is possible that the intensity or duration of heat stress might affect the upregulation or downregulation of *Hsp23*; therefore, the temperature-responsive downregulation that we observed here might constitute part of a stress context-dependent survival mechanism.

Overall, a combined total of 840 genes were differentially expressed upon temperature or metabolic stress. 

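Together, 927 loci changed at least 2-fold in control flies under temperature or metabolic stress, and 60 of them (6.47%) changed under both. Both ratios use the same unstressed control library, so chance values of that library can add to the loci in common. In 100 simulations with no true change, a median of 104.5 loci (range 77 to 124) were in common. The observed 60 lie below every simulation, so the simulations do not show that this count was raised.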

Interestingly, the genes dysregulated in these two conditions exhibited little overlap: only 59 genes (7%) were differentially expressed in both conditions (Fig. 2B, gray rectangles; Table S6). Of these, 25 genes were similarly regulated in both stress conditions. 

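Of the 60 loci in common here, 21 changed in one direction, 13 higher and 8 lower under both stresses. That is 35% of them. In the simulations with no true change the share in one direction had a median of 94.1%, and its lowest value was 87.9%. Chance values of the shared unstressed library push both ratios in the same direction.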

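The remaining 39 loci in common changed in opposite directions. There were 37 that were lower under temperature stress and higher under metabolic stress, and 2 with the reverse. With ratios averaged over the 5 genotypes, 22 loci were in common and 36.4% of them went in opposite directions.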

The other 34 genes were differentially regulated, all but one being downregulated by temperature stress and upregulated in the metabolic stress condition (Fig. 2C; Table S6). As temperature and metabolic stress caused such disparate effects, it is possible that the 59 commonly dysregulated genes represent a general set of non-specific stress-responsive genes.

Next, we wanted to examine globally the types of genes that were dysregulated either by temperature stress or by metabolic stress. We analyzed the list of dysregulated genes in each stress condition (Fig. 2A) and binned them according to their annotated functions. As 93% of these genes were dysregulated by only one stress condition but not the other, we expected to see that very different types and classes of genes would appear in each list. Surprisingly, we found that the contrary was true. Not only were similar classes of genes dysregulated by both stresses, the proportion assigned to each class was remarkably similar in both (Fig. 2D). For example, of all the dysregulated genes with annotated functions, metabolic genes comprised 25% of both the temperature and metabolic groups (Fig. 2D,E). Similarly represented with very similar frequency in both temperature and metabolic stress conditions were genes such as those encoding mitochondria-associated factors (8% in temperature stress; 5% in metabolic stress), those related to proteolysis (15% in temperature stress; 10% in metabolic stress) and transcription regulation (3% in temperature stress; 6% in metabolic stress), as well as numerous other categories (Fig. 2D,E).

Our finding that the processes most affected in response to high temperature were genes involved in metabolic regulation is consistent with previous studies. It has been shown that thermal stress affects metabolic and physiological functions and depletes energy reserves in *Drosophila* (Klepsatel et al., 2016, 2019). Interestingly, a recent study demonstrated that the metabolism in stressed *Drosophila* depends on aerobic glycolysis – also known as the Warburg effect – rather than mitochondrial oxidative phosphorylation (Lee et al., 2015). Various genes involved in the electron transport chain and in ATP production were repressed, indicating poor mitochondrial fitness and suggesting that upon heat stress, there may be a switch in metabolism type in *Drosophila*.

Reproduction-related genes constitute 3% of genes dysregulated by temperature stress. It is not unexpected that reproduction is affected by thermal stress, as it has been reported that environmental stressors induce changes in endocrine state, leading to energy re-allocation from reproduction to survival (Meiselman et al., 2018; Ojima et al., 2018; Zwoinska et al., 2020). Stress-induced reproductive arrest has been documented not only in *Drosophila*, but also in other animals and humans (Boni, 2019).

Under metabolic stress, the most highly represented category of dysregulated genes was ‘metabolic processes.’ This group of genes was enriched for genes involved in aromatic amino acid metabolism and carbohydrate metabolism. The aromatic amino acids phenylalanine, tryptophan, and tyrosine are essential amino acids and are obtained in the diet, thus, the dysregulation of these genes and those involved in carbohydrate metabolism is consistent with a nutrient-deprivation state. We conclude that in response to stress, there is a common and reproducible set of processes that must be altered at the transcriptional level; although the specific genes that are dysregulated are stress-specific, the biological processes that are affected are common to different stresses.

### The transcriptional response to stress is defective in DGC mutants

Next, we sought to identify genes and pathways that do not respond appropriately to stress in the absence of a functional DGC. We began by examining our temperature-stress dataset for genes that exhibit a different response to temperature stress in control flies than in DGC mutants. First, we sought genes of which the expression levels change in controls but do not change in any of the DGC mutants. For this purpose, we looked for genes that have an expression change of at least twofold in response to temperature stress in controls, and we considered genes to exhibit no change if their fold change was less than 1.62 (log_2_FC<0.7). This analysis identified 38 genes that did not show altered expression levels in DGC mutants under temperature stress, even though their expression levels changed in controls (Fig. 3A; Table S7). We refer to this class of genes as ‘DGC-dependent response’ genes because the regular changes in their transcription in response to stress depend on an intact DGC. 

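With the same limits on log2(FPKM + 1), 79 loci changed at least 2-fold under temperature stress in control flies and stayed under a log2 ratio of 0.7 in each of the 4 mutants. Of these, 67 were lower in control and 12 higher. The limit of no change moved the count most, and with 0.5 in its place 36 loci were left. The class rests on 1 library pair per genotype. To see what such a rule gives without regard to the DGC, each mutant was set apart in place of control. This gave 81 loci for *Dg*, 111 for *Dys*, 117 for *Syn1* and 82 for *Nos*. A limma interaction term for control against mutants called 0 loci at a Benjamini-Hochberg adjusted p of 0.1, with 383 loci (3.70%) at an unadjusted p below 0.05. That term rests on 1 control library under temperature stress, so its calls have no replicate check. With each mutant set apart in place of control, the term called more loci after adjustment for every mutant than for control. The margin was small for some mutants, and at the unadjusted threshold *Nos* had fewer loci than control. In control, *CG43914* fell by 2.03, *CG8997* fell by 1.85 and *CG14082* fell by 1.74, while *LpR2* rose by 1.68 and *Lkr* by 1.61. The 19 of 34 genes shown as lower in Fig. 3A that had a locus had a median log2 ratio in control of -0.01.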

Complementarily, we also sorted for genes that did not exhibit a change in expression levels in control (FC<1.62) but that show altered expression levels of at least twofold in all DGC mutants. We found eight genes with these patterns of expression in response to temperature, which we refer to as ‘DGC-prevented response’ genes as the irregular changes in their expression (i.e. those that are not observed in control flies) are specifically prevented by the normal function of the DGC (Fig. 3A; Table S7).

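By the complementary rule, 16 loci stayed under 0.7 in control and changed at least 2-fold in each mutant under temperature stress. Of these, 5 were higher in all mutants, 10 were lower in all and 1 (*CG10659*, named after its values were seen) had mixed directions. With each mutant set apart in place of control, the rule gave 36 loci for *Dg*, 5 for *Syn1*, 4 for *Dys* and 2 for *Nos*. *mud* had log2 ratios of 0.32 in control and -2.60, -2.47, -3.00 and -2.97 in *Dg*, *Dys*, *Syn1* and *Nos*. *CG6628* had -0.48 in control and -1.94, -2.43, -3.15 and -1.50. *beat-Ib* had 0.45 in control and 2.20, 2.23, 2.26 and 1.61. Without *Dg*, the count for the other 3 mutants was 29, without *Dys* it was 26 and without *Nos* it was 25.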

**Fig. 3.**
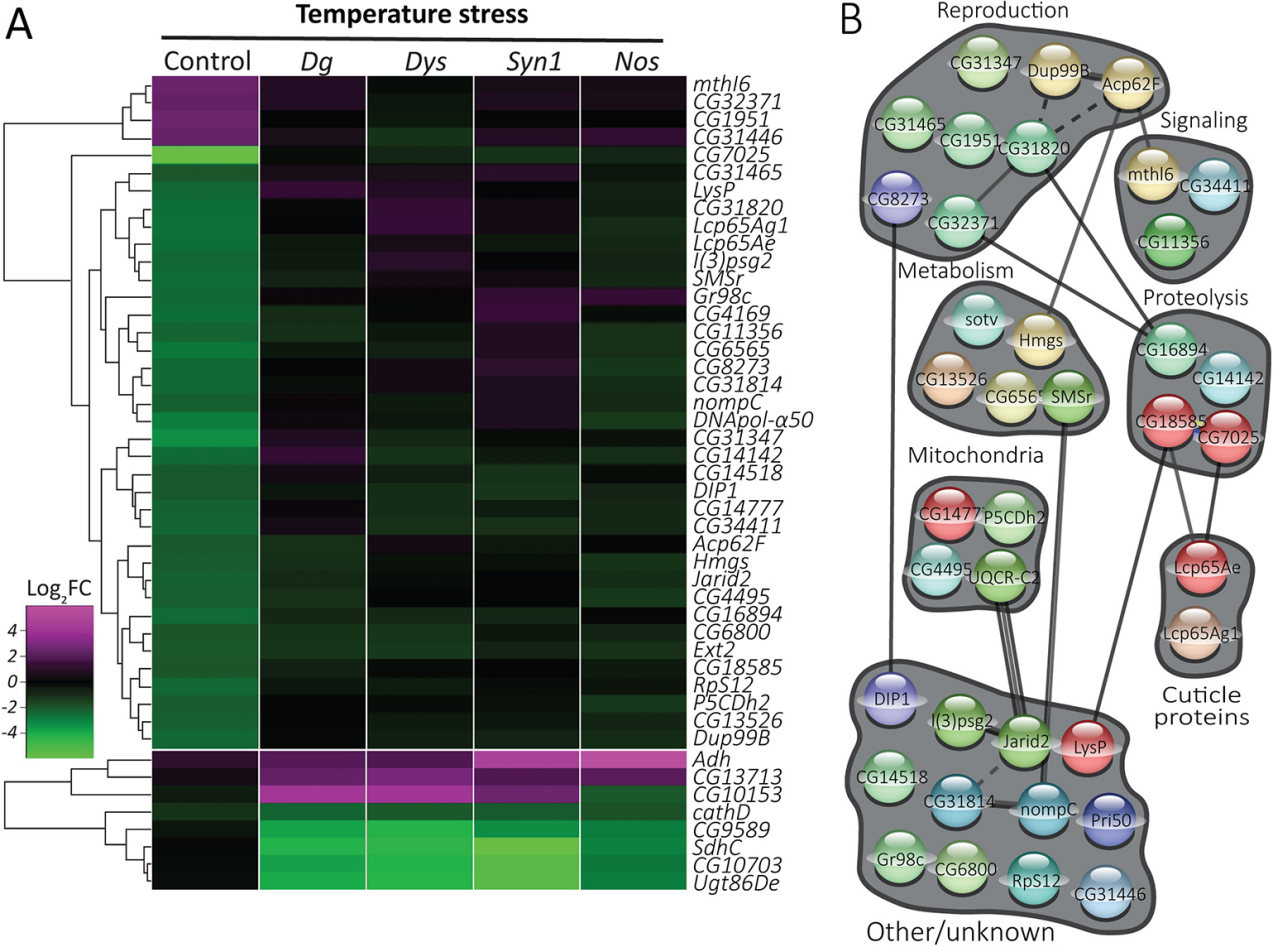
**Defective transcriptional response to temperature stress in DGC mutants.** (A) Heat map depicting DGC-dependent response genes (38 genes; temperature-responsive in control flies, but not in DGC mutants) and DGC-prevented response genes (eight genes; unchanged by temperature in controls, but with altered expression in DGC mutants). (B) STRING-based clustering of the proteins encoded by the DGC-dependent genes depicted in A. See also Fig. S3.

As it has been shown that MD patients have difficulty maintaining their body temperature (Hayes et al., 2008), this catalog of genes that do not respond appropriately to temperature might provide insight into the biological basis of this phenotype. In both the DGC-dependent response and DGC-prevented response groups, dysregulated metabolic genes emerge (Table S7), indicating that DGC deficiency is detrimental to proper metabolism during stress, both by causing upregulation and downregulation of genes inappropriately and by failing to regulate genes that should be differentially expressed under stress.

Importantly, *mdx* mice, a genetic model of Duchenne MD, are unable to maintain normal body temperature and have increased energy expenditure (Strakova et al., 2018). It has been speculated that *mdx* mice are not able to consume enough food to meet the metabolic demands of continuous muscle regeneration or that the thermoregulatory set point in the brain is defective in the absence of dystrophin. Similarly, *Drosophila Dg* mutants show abnormal metabolism (Kucherenko et al., 2011; Yatsenko et al., 2014a) and exhibit a cryophilic phenotype caused by increased energy (Takeuchi et al., 2009). This altered thermoregulatory behavior has been linked to the increased mitochondrial oxidative metabolism caused by activation of Ca^2+^ influx (Takeuchi et al., 2009). Loss of Dys leads to abnormal, heat-sensitive muscle contractions that are repressed by mutations in Dg, the binding partner of Dys, and can be rescued by blocking the Ca^2+^ channel (Marrone et al., 2011b). Moreover, *Dys* and *Dg* mutants have antagonistically abnormal cellular levels of reactive oxygen species, suggesting that the DGC has a function in the regulation of muscle cell homeostasis (Kucherenko et al., 2011; Marrone et al., 2011b).

It has been shown previously that dystrophic muscles are already compromised and, as a consequence, they are less adaptive and more sensitive to energetic stress and protein restriction (Kucherenko et al., 2011). Therefore, we were interested in identifying genes that were differentially expressed in the DGC mutants upon dietary restriction. Applying the same analysis to genes dysregulated under metabolic stress, we identified 61 DGC-dependent response genes and four DGC-prevented response genes (Fig. 4A; Table S8). 

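Under metabolic stress, the FPKM values placed 58 loci in the DGC-dependent response class, 49 of them higher and 9 lower in control. The DGC-prevented response class held 2 loci, *TotC* and the locus listed for *CG30440* and *TpnC4*, both with mixed directions among the mutants. With 1 mutant left out, the second class held 4 loci without *Dys*, 5 without *Dg*, 10 without *Nos* and 31 without *Syn1*. The first class held 121 loci without *Dg*. With each mutant set apart in place of control, the first rule gave 48 loci for *Dg*, 100 for *Dys*, 31 for *Syn1* and 75 for *Nos*, and the second gave 0, 4, 15 and 21. The limma interaction term called 0 loci after Benjamini-Hochberg adjustment at 0.1, with 390 loci (3.77%) at an unadjusted p below 0.05. With each mutant set apart in place of control, the interaction term called more loci after adjustment for *Dys* and *Syn1* and as few for *Dg* and *Nos*. At the unadjusted threshold *Syn1* and *Nos* had more loci than control, *Dys* as many and *Dg* fewer. The largest changes in control were *CR43417* (2.68), *CG3534* (2.07), *f* (1.96), *CG1139* (1.80) and *beat-Ib* (1.75).

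**Figure D4:**
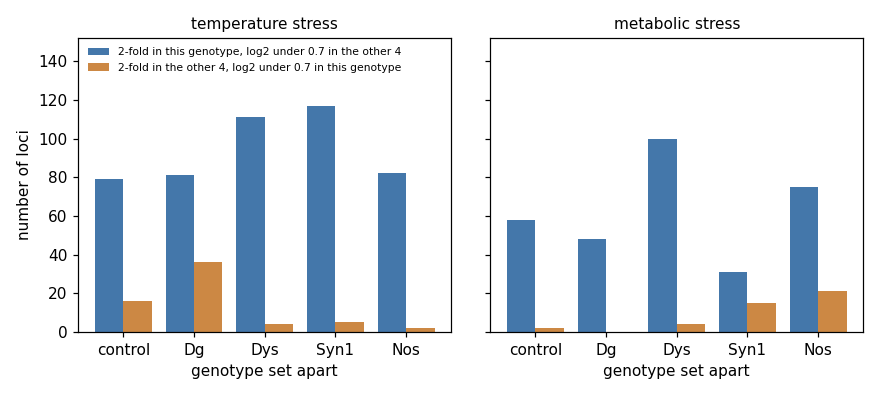
Number of loci (vertical axis) when each genotype (horizontal axis) is set apart from the other 4, under temperature stress (left) and metabolic stress (right). Bars give loci changed at least 2-fold in that genotype with a log2 ratio under 0.7 in each of the other 4, and loci changed at least 2-fold in each of the other 4 with a log2 ratio under 0.7 in that genotype, in either direction. Control has 79 and 16 loci under temperature stress and 58 and 2 under metabolic stress.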

Interestingly, none of the genes with perturbed DGC-dependent expression profiles were common to the temperature- and metabolic stress datasets. This underscores the distinct physiological reactions the organism manifests in response to the different stresses and suggests that a functional DGC is important in mounting both of these responses, albeit through different genetic pathways.

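Of the loci analysed, 0 were in the DGC-dependent class under both stresses and 0 in the DGC-prevented class under both. The lists are short (79 and 58 DGC-dependent, 16 and 2 DGC-prevented, among 10350 loci). Unrelated lists of these sizes would share few loci or none, so these counts cannot tell separate pathways from chance. *beat-Ib* (2L, 15905134 to 15913113) was DGC-prevented under temperature stress and DGC-dependent under metabolic stress. From the lack of shared genes, the paper proposes that the DGC acts in both responses through different genetic pathways.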

**Fig. 4.**
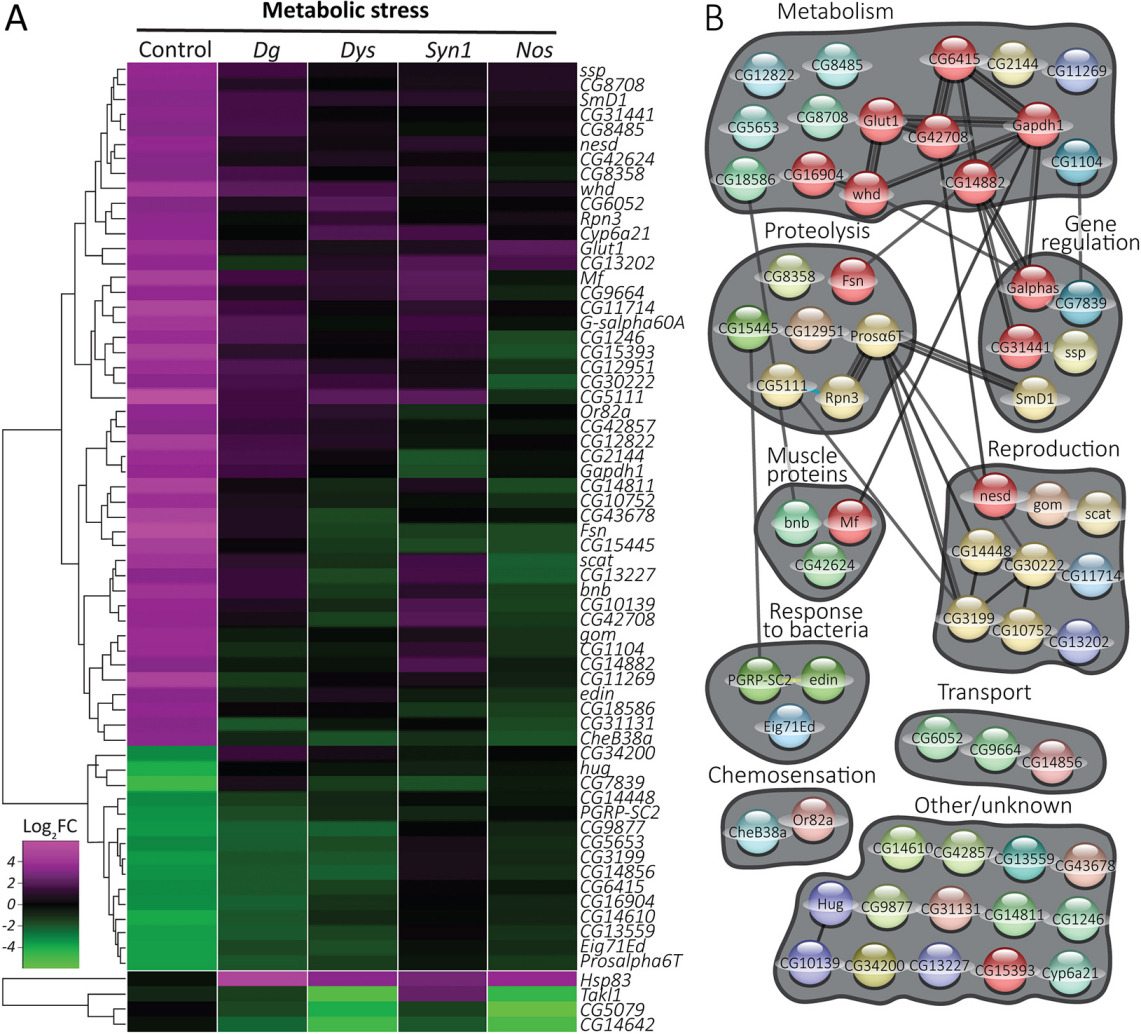
**Defective transcriptional response to metabolic stress in DGC mutants.** (A) Heat map depicting DGC-dependent response genes (61 genes; metabolic stress-responsive in control flies, but not in DGC mutants) and DGC-prevented response genes (four genes; unchanged by metabolic stress in controls, but with altered expression in DGC mutants). (B) STRING-based clustering of the proteins encoded by the DGC-dependent genes depicted in A. See also Fig. S3.

Regarding the metabolic stress ‘DGC-dependent response’ cluster, the most prominent clusters were a group of enzymes involved in metabolism regulation, proteasome proteins and immune response factors (Fig. 4B; Table S8). Among the first group were nutrition-related proteins such as a fatty acid elongase (*CG16904*); a dehydrogenase (glyceraldehyde-3-phosphate dehydrogenase, *Gapdh1*) that binds NAD, regulates the glycolytic process and has biological roles in myoblast fusion, oxidation-reduction, the glucose metabolic process and somatic muscle development; a glucose transporter (*Glut1*); a palmitoyltransferase (*whd*) involved in oxidative stress and metabolic stress; and a GTPase (G protein α s subunit, *Galphas*), which is predicted to enable G-protein-coupled-receptor binding activity and has been shown to positively regulate feeding behavior, response to trehalose and sensory perception of sweet taste (Ueno et al., 2006). Moreover, similarly to *Dys* and *Dg* mutants, *Galphas*-deficient animals exhibit synaptic dysfunctions and have abnormal developmental rates (Hou et al., 2003; Renden and Broadie, 2003).

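Under metabolic stress, the log2 ratio of *Glut1* was 0.33 in control, 0.22 in *Dg*, -0.14 in *Dys*, 0.03 in *Syn1* and -0.19 in *Nos*. The locus listed for *whd* and *lola* had 0.51, 0.80, 0.26, 0.02 and 0.13. The locus listed for *Gapdh1*, *Nop17l* and *cathD* had 0.45, 0.95, -0.10, -0.37 and -0.02. *CG16904*, listed with *CG42857*, had -0.08, 1.11, 0.18, 0.06 and -0.96. The locus that lists *G-salpha60A* with 2 other genes had -0.20, -0.17, 0.10, -0.05 and -0.04. In control, none of these 5 loci reached a 2-fold change.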

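Under metabolic stress, *edin* (3L, 17478411 to 17504811) had log2 ratios of 0.37 in control, 1.64 in *Dg*, 1.5 in *Dys*, -0.49 in *Syn1* and 3.93 in *Nos*. *PGRP-SC2* (2R, 4603697 to 4611586) had 3.11, 2.74, 2.56, 5.31 and -0.11 in the same order. Each value compares 1 library with 1 library.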

Interestingly, *whd* mutants exhibit an abnormal immune response (Von Ohlen et al., 2012), and there were other proteins involved in immune response in the DGC-dependent group. Edin is involved in the humoral immune response to Gram-negative bacteria. PGRP-SC2 (Peptidoglycan-recognition protein SC2) is an N-acetylmuramyl-L-alanine amidase that degrades biologically active bacterial peptidoglycans into biologically inactive fragments (Costechareyre et al., 2016; Guo et al., 2014). Recent studies of PGRP-SC2 mutants linked the immune and insulin signaling pathways. It has been shown that PGRP-SC2 downregulation produced insulin receptor (InR)-like phenotypes (Musselman et al., 2018).

Only four genes showed DGC pathway-prevented stress response: *Heat shock protein 83* (*Hsp83*, which encodes the only member of the HSP90 family of chaperone proteins in *Drosophila*) was significantly upregulated, whereas *Tak1-like 1* (*Takl1*), *CG5079* and *CG14642* were downregulated in mutants under metabolic stress but not in controls under the same condition (Fig. 4A).

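Of these genes, *Takl1* and *CG14642* had a locus among those analysed. *Takl1* had log2 ratios under metabolic stress of 0.45 in control, -0.23 in *Dg*, -0.62 in *Dys*, 0.21 in *Syn1* and -0.93 in *Nos*. The locus listed for *CG14642* and *DhpD* had 0.93 in control and 0.07, 0.02, 0.26 and -0.81 in the mutants. Neither changed at least 2-fold in any genotype.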

Heat shock protein 83 (HSP83/HSP90) has been previously associated with response to various stresses in *Drosophila* and in mammals (Biebl and Buchner, 2019; Pearl, 2016). Interestingly, even in the absence of heat stress, the *Hsp83* gene is expressed at high levels in multiple tissues during development (Xiao and Lis, 1989; Zimmerman et al., 1983). HSP90 is a molecular chaperone that promotes the maturation, structural maintenance and proper regulation of specific target proteins involved, for instance, in cell cycle control and signal transduction (Bandura et al., 2013). HSP90 employs the energy of ATP hydrolysis to control the folding and activation of client proteins (Mader et al., 2020). In addition, it dynamically interacts with various co-chaperones that modulate its substrate recognition, ATPase cycle and chaperone function. For example, in muscles, HSP90 binds myosin via a scaffold protein Unc-45 (Ni and Odunuga, 2015). This interaction is required for proper myosin folding and protection from stress (Bujalowski et al., 2018; Lee et al., 2011). Interestingly, in the presence of dietary amino acids, HSP90 is both necessary and sufficient for neuronal stem cell reactivation by promoting the activation of the InR pathway in the developing brain (Huang and Wang, 2018).

In the DGC-dependent groups for both metabolic and temperature stress, there are prominent clusters of metabolic, proteolysis-related and reproduction-related (primarily testis-expressed) genes. Most of the genes in these groups follow the general trend in which genes are downregulated upon temperature stress and upregulated under metabolic stress. For example, 100% of the DGC-dependent metabolic genes [*Ext2* (or *sotv*), *CG6565*, *Hmgs*, *SMSr* and *CG13526*] and the proteolysis-related genes (*CG16894*, *CG18585*, *CG7025* and *CG14142*) in the temperature stress group are downregulated in controls, whereas in the metabolic stress condition, most (75%) of the metabolic genes [*CG1104* (or *Ufl1*), *CG14882*, *CG18586*, *CG42708* (*GLS*), *Gapdh1* and *Glut1*] and 80% of the proteolysis genes (*CG15445*, *CG5111*, *Fsn* and *Rpn3*) are upregulated.

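Under temperature stress, the log2 ratio in control flies was 0.00 for *Ext2*, 0.27 for *Hmgs*, 0.25 for *CG13526* and 0.10 for the locus listed for *SMSr* and *CG8564*. Of the proteolysis-related genes, *CG18585* was -1.14 in control and 0.16, 0.59, 0.72 and 0.36 in *Dg*, *Dys*, *Syn1* and *Nos*. *CG16894* was 0.23 in control, and *CG14142*, listed with *GlcAT-P*, was -0.23. Under metabolic stress, control had 0.27 for *CG42708*, listed with *CG8771*, and -0.30 for *CG15445*.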

The DGC-dependent temperature- and metabolic stress-dependent genes that are involved in reproduction (Fig. 3B; Fig. 4B), along with those reproduction-related genes that are DGC dependent even in unstressed conditions (Fig. 1D), could present important new insight into the molecular causes of fertility deficits in DGC-deficient mice and flies. In addition to these similarities, the DGC-dependent groups also differ in important ways between temperature and dietary restriction. In temperature stress, there is a group of mitochondrial genes that are downregulated; no such group appears under metabolic stress. Similarly, upon dietary restriction, there is a group of regulatory genes (encoding G proteins, transcription factors and splicing factors), mostly upregulated in controls, whereas no such group appears in temperature stress.

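Of the mitochondrial genes of Fig. 3B, *CG4495* (2L, 7178813 to 7187995) had a locus among those analysed. Its log2 ratio under temperature stress was -0.44 in control, -0.31 in *Dg*, -0.32 in *Dys*, -0.05 in *Syn1* and -0.01 in *Nos*. Under metabolic stress it was -0.04 in control.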

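Among the gene regulation cluster of Fig. 4B, *SmD1* had a log2 ratio under metabolic stress of -0.20 in control flies, *ssp* had -0.24, and the locus listed for *CG7839* and *SuUR* had 0.38. None of the 3 reached 2-fold.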

### A subset of genes exhibits DGC-independent responses to temperature and metabolic stress

Interestingly, while generating the DGC-dependent and DGC-prevented response gene datasets, we found almost no genes that are regulated in response to stress in an entirely opposite way in control versus DGC mutants (i.e. upregulated in control but downregulated in all the mutants, or vice versa). Indeed, when we filtered the temperature and metabolic stress datasets such that we could examine all genes that are similarly regulated in the four DGC mutants, we found that there are three categories of genes: (1) those that were changed in controls but not in mutants (DGC-dependent stress response genes); (2) those that were unchanged in controls but showed altered expression in all mutants (DGC-prevented stress response genes); and (3) those that were changed in controls and in DGC mutants. 

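Requiring a 2-fold change in control and a 2-fold change in the other direction in all 4 mutants left 0 loci under either stress. Without a size limit in the mutants, 7 loci changed at least 2-fold in control under temperature stress and had the other sign in every mutant, and 9 did under metabolic stress. *sro* was not analysed here.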

Nearly all of the genes in the latter category were upregulated or downregulated together in all genotypes, including controls (Fig. S3). Overall, these genes respond to temperature stress irrespective of genotype; therefore, we consider them to represent ‘DGC-independent response’ genes.

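In the FPKM values, 37 loci changed at least 2-fold under temperature stress in all 5 genotypes, and 35 of them (94.6%) had one direction, 19 higher and 16 lower. *CG34386* was higher by 2.70 in control and by 2.53, 2.92, 3.32 and 3.08 in *Dg*, *Dys*, *Syn1* and *Nos*. *CG32457* had -1.25 in control and -4.46, -3.43, -5.15 and -3.47. The loci with mixed directions were *CG34212*, higher in *Dys* only (1.19), and *TotC*, higher in *Syn1* only (1.46). Without *Dg*, the count for the other 4 genotypes was 78.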

In the cluster of genes that were changed in all genotypes in response to temperature stress, 90% of genes (19 of 21) were regulated in the same direction (upregulated or downregulated) (Fig. S3A, Table S9). That feature was not a criterion for inclusion in our analysis; rather, we required that a gene was twofold dysregulated in all genotypes, but any gene could have been upregulated in some genotypes and downregulated in others, and still have been included here. But almost all genes were dysregulated in the same direction in all genotypes. The two exceptions were the outliers *bigmax* and *Brd*. Each was downregulated by temperature in all but one genotype: *bigmax* was upregulated in the *Dys* mutant and *Brd* was upregulated in the *Dg* mutant.

Similarly, in the metabolic stress cluster, 88% of genes (37 of 42) followed this pattern, corresponding to a DGC-independent response (Fig. S3B, Table S10). 

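Under metabolic stress, 31 loci changed at least 2-fold in all 5 genotypes, and 24 of them (77.4%) had one direction, 23 higher and 1 lower. Without *Nos* the count was 65 loci, and 90.8% of them had one direction. Without *Syn1* it was 52. *CG14245* was higher by 3.81 in control and by 3.78, 2.73, 2.98 and 2.55 in *Dg*, *Dys*, *Syn1* and *Nos*. *CG11089* was higher by 4.15, 3.97, 2.57, 2.10 and 2.96. Of the 7 loci with mixed directions, *CG9466* and *CG9468* were lower in *Syn1* alone (-1.93 and -2.0), and *Octbeta2R* was lower in *Nos* alone (-1.25).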

Of the few outliers, most exhibited differential regulation between the DGC mutants. The sole exception was *sro*, which, in response to metabolic stress, was upregulated in control and downregulated in all of the DGC mutants (Fig. S3B, Table S10).

Several lines of evidence in flies and mammals have established the DGC as a signaling hub. First, the association of Nos with Dys establishes the DGC as an important component of the conserved NO signaling pathway. Syn-associated Nos produces NO, which is used in the nitrosylation of intracellular proteins. The nitrosylation of histone deacetylases affects the expression of downstream genes, including those encoding microRNAs, which can have a negative-feedback role on the expression of Dg (Cacchiarelli et al., 2010; Yatsenko et al., 2014b). In addition, the DGC has also been shown to physically associate with Yorkie and Kibra, components of the Hippo signaling pathway, affecting the expression of downstream genes (Morikawa et al., 2017; Yatsenko et al., 2020). Finally, murine Dg (Dag1) and insulin receptor (InR) are closely associated in the muscle sarcolemma. In aging muscle, Dg undergoes increased internalization and degradation via the lysosome, and due to the association of the proteins, InR levels are also reduced. The reduction of InR in aged muscle can be expected to have far-reaching transcriptional effects owing to disruption of the insulin signaling pathway. Indeed, this mechanism might help to explain the insulin insensitivity phenotype exhibited by dystrophic patients (Eid Mutlak et al., 2020). The finding in this study of a cluster of transcriptional regulators whose expression is regulated by the DGC (Fig. 1) implies that the transcriptional effects exerted by the DGC might be more far-reaching than was previously known. Further research will determine whether the transcriptional changes in DGC mutants occur only through these pathways or whether other signaling and transcriptional pathways are involved.

## MATERIALS AND METHODS

### Fly stocks

All fly stocks and crosses were maintained at 25°C on a standard cornmeal-agar-based food in a 12 h/12 h light/dark cycle. Fly stocks used in this study (see also Table S1) were *w^1118^*, *Canton-S*, *w^1118^;Df(2L)BSC230/CyO* and *w^1118^;Df(3L)BSC450/TM6C,Sb^1^cu^1^* from the Bloomington Drosophila Stock Center (BDSC); *Dg^O55^/CyO* and *Dg^O86^/CyO* (kind gifts from Robert Ray, Howard Hughes Medical Institute, Janelia Research Campus); outcrossed *Df(3R)Exel6184* deficiency (Marrone et al., 2012); *Nos^Δ15^* (kind gift from Patrick O'Farrell, University of California, San Francisco); and *ΔSyn1^5-2^/TM3* (see below).

*ΔSyn1* mutants were generated using two transgenic lines, *w^1118^; PBac[WH]CG14565^f05859^* (BDSC #18911) and *P[XP]CG7370^d06092^* (Exelixis Collection, Harvard Medical School) (Thibault et al., 2004), containing transposon elements with FRT sites flanking the *Syn1* gene. In addition, *w^1118^ hsFlp; Dr/TM3,Sb* was used for heat shock-induced Flp recombinase expression. The recombination event was induced by heat shocking embryos and early larvae (0-36 h collection) with the genotype *w^1118^ hsFlp; PBac[WH]CG14565^f05859^/P[XP]CG7370^d06092^* in a 37°C water bath three times for 1 h each in 12 h intervals. Emerging flies with mosaic eye color were crossed to *w^1118^; Ly/TM3,Sb* and their progeny were selected for the white-eye trait as an indicator of the loss of mini-white gene cassettes from both transgenes, which indicates completion of the recombination event, i.e. the deletion in the *Syn1* locus (Fig. S1A) (Parks et al., 2004). Multiple *ΔSyn1^5-2^* alleles were isolated independently using this procedure and molecularly validated as described below. The isolate *ΔSyn1^5-2^* was used in trans over a deficiency as the *Syn1* LOF mutant in all subsequent experiments in this study.

*ΔSyn1* alleles have a ∼26 kb long deletion in the third chromosome removing the *Syn1* gene, which was confirmed by two PCRs (Fig. S1B,B′) using the HotStarTaq Master Mix (QIAGEN) and the following primers: 5′-CAATCAACATGAAGAGCCAACCCA-3′ (*Syn1*-Exon-5-Fw) and 5′-ACTTTGCCGCCGATGTCACTGT-3′ (*Syn1*-Exon-5-Rv) to confirm the absence of the *Syn1* gene (Fig. S1B, red arrows); and 5′-AATGATTCGCAGTGGAAGGCT-3′ (XP5′ plus) and 5′-GACGCATGATTATCTTTTACGTGAC-3′ (WH5′ minus) (Parks et al., 2004) to detect the recombination-resulted junction of the two residual transgene fragments (Fig. S1B′, red arrows). In addition, an absence of *Syn1* mRNA expression in *ΔSyn1* mutants was confirmed by quantitative PCR using High Capacity Reverse Transcriptase (Applied Biosystems) and Fast SYBR Green reagents in a StepOne Plus Real Time PCR System (Applied Biosystems) using the following primers for *Syn1* and *RpL32*: 5′-CCCTCGTCTGGTTCAATGCC-3′ (*Syn1*-Fw), 5′-AATCTCAAATACATCGACCC-3′ (*Syn1*-Rv), 5′-AAGATGACCATCCGCCCAGC-3′ (*RpL32*-Fw) and 5′-GTCGATACCCTTGGGCTTGC-3′ (*RpL32*-Rv). For the calculation of relative mRNA expression, C_T_ values of the housekeeping gene *RpL32* were subtracted from the C_T_ values of *Syn1* to calculate the ΔC_T_ values. The *Syn1* expression in *Oregon-R-C* flies was analyzed as control and for normalization, hence calculation of the ΔΔC_T_ values. Relative expression was calculated with the formula 2^−ΔΔCT^ (Fig. S1C).

### RNA sequencing and data analysis

Samples were prepared for RNA sequencing as follows. One-week-old flies were used with the following genotypes: *Canton S/w^1118^* (control), *Dg^086^/Dg^055^* (*Dg* LOF), *Df(3R)Exel6184/Df(3R)Exel6184* (*Dys* LOF), *Df(3L)BSC450/ΔSyn1^5-2^* (*Syn1* LOF) and *Df(2L)BSC230/Nos^Δ15^* (*Nos* LOF). Flies were kept on standard food for 5 days at 25°C in a 12 h/12 h light/dark cycle for the unstressed condition. In order to induce heat stress, flies were kept in an incubator at 33°C on standard food for 5 days. Metabolic stress was induced by feeding the flies on yeast paste only (yeast paste made from dry yeast mixed with 5% propionic acid in water) at 25°C for 4 days.

For RNA extraction, ∼10 male flies per genotype and condition were homogenized together in Trizol (Ambion) and RNA was extracted using the Direct-zol RNA mini-prep kit with an additional on-column DNAse digestion step (Zymo Research). The quality of the purified RNA was assessed with a Nanodrop ND-1000 spectrophotometer measuring the A260/A280 and A260/A230 ratios. Only RNA with A260/A280>2.0 and A260/A230>1.7 was used for further RNA-seq application. For each sample, 5-10 µg of total RNA was sent to GATC Biotech (Konstanz, Germany) for library preparation and subsequent transcriptome sequencing. In summary, RNA-seq libraries were prepared by RNA poly-A purification, fragmentation, random-primed cDNA synthesis, linker ligation and PCR enrichment. The samples were used to make a random-primed cDNA library, and the run was performed on an Illumina HiSeq platform with single-end, 100 bp reads.

The transcriptome sequencing experiment resulted in a sample average of ∼7.5 million reads that could be mapped to a unique transcript. Genome index was generated from genome FASTA files of individual chromosomes (BDGP6 version) and the transcript annotation GTF file Drosophila_melanogaster.BDGP6.84 (ensemble.org database; Yates et al., 2016). Subsequently, the reads were mapped to the reference genome using STAR: ultrafast universal RNA-seq aligner (Dobin et al., 2013). Subsequent analyses were performed in R statistical software (https://www.r-project.org/) using packages from the Bioconductor project (Gentleman et al., 2004). The resulting BAM alignment files were used to generate counts on individual transcripts using the transcript database from the same GTF file [via the Rsamtools (https://bioconductor.org/packages/Rsamtools) and GenomicFeatures (Lawrence et al., 2013) packages] and the ‘summarizeOverlaps’ function in ‘Union’ mode via GenomicAlignments package (Lawrence et al., 2013). In total, 15,930 unique transcripts were detected with at least one count. Next, the counts were analyzed and the genotype and condition comparisons were done through built-in statistical models in the DESeq2 package (Love et al., 2014). For data visualization, gplots (https://cran.r-project.org/package=gplots) and RColorBrewer (Neuwirth, 2011) packages were used.

For differential gene expression analysis, twofold difference and *P*-values smaller than 0.1 were considered significant and filtered by the ‘results’ function with ‘lfcthreshold=1’ and subsetting the genes with *P*<0.1. The resulting gene lists were subjected to gene interaction and ontology term analysis using STRING and DAVID databases, and ClueGO (Bindea et al., 2009) and CluePedia applications via Cytoscape software (Shannon et al., 2003).

## Supplementary Material

10.1242/dmm.049862_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

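RNA from pools of whole male flies of 5 genotypes (control and the libraries labelled *Dg*, *Dys*, *Syn1* and *Nos*) under 3 conditions (unstressed, temperature stress and metabolic stress) was sequenced, with 1 library for each genotype and condition, 15 in all. The authors deposited FPKM values for each library, with a position and an estimation status for each locus. The tool, genome build and annotation behind these FPKM values are not stated with them. The Materials and Methods describe alignment with STAR, counting of reads on transcripts and testing with DESeq2, and those counts were not used here. The position names in the tables have an older style than the build named in the Materials and Methods, so positions are given as listed and were not compared with a reference genome.

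Each of the 15 tables lists the same 14124 loci in the same order. Of these, 3348 have no gene name and hold a median of 1.80% of the summed FPKM of a library (range 1.37% to 2.36%). Of the 10776 named loci, 426 were left out because their status was not OK in at least 1 library, which left 10350. This choice of loci was made after the values had been seen. Of the named loci, 993 list more than 1 gene and 4028 carry a name that is on more than 1 locus. Of 8875 gene names, 8847 were matched to the name tables, and 8444 are on the loci analysed. Between 9835 and 10107 of the analysed loci were above 0 in each library. The absolute depth is not known from the values. Relative depth, recovered from the whole-read steps of low values, differed by a factor of at most 1.41 between libraries, and no counting intervals were computed.

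Ratios were taken on log2(FPKM + 1) from the deposited FPKM values. A mutant was compared with control within each condition, and the 3 log2 ratios were averaged. A locus was called changed at a log2 ratio of at least 1 in either direction. Stress responses were log2 ratios of 1 stressed to 1 unstressed library of the same genotype, without a p-value. DGC-dependent response loci changed at least 2-fold in control with a log2 ratio under 0.7 in each mutant, DGC-prevented response loci the reverse, and DGC-independent response loci changed at least 2-fold in all 5 genotypes. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) over the 15 libraries with terms for genotype and condition (8 residual degrees of freedom, 2.76 prior degrees of freedom). Its treat test used a 2-fold threshold, with unadjusted P at 0.1 for genotypes, after the Materials and Methods, and Benjamini-Hochberg adjusted p at 0.1 for stresses. A model with a term for control against mutants under each stress has 6 residual degrees of freedom. The heat shock protein loci were tested with an exact sign-flip permutation test over the 5 genotypes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

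The comparisons share control libraries, so 100 sets of unchanged libraries were simulated with each locus's residual SD, 100 random assignments of libraries to genotypes were drawn, and each genotype was taken in turn as the reference. Gene lists were compared with 10000 random lists of the same size matched on mean expression. The steps were tested on simulated data for 10350 loci, with an SD of 0.25 for every locus. Of these loci, 200 were changed in 1 mutant and 200 by heat in control only, with a log2 change of 2.5. The changed loci were all well expressed. The rates that follow thus do not tell how often smaller changes at noisier loci would be found. The 2-fold rule and limma's treat test each recovered 100% of the loci changed in 1 mutant and called 0 of 9950 unchanged loci. The DGC-dependent rule recovered 77.5% of the loci changed in control only and took in 32 unchanged loci, and the limma interaction term recovered 100% and called 16 unchanged loci.

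The groups, tests, heat shock protein list (gene names that start with Hsp), 11 marker lists and most alternatives were set before the data were examined. The marker lists are for accessory gland, testis, ejaculatory duct or bulb, antimicrobial peptides, digestive proteases and lysozymes, eye, fat body storage, female germline, female yolk and eggshell, flight muscle and larval cuticle. The loci named are those of genes the paper names, and for each list the 5 loci with the largest mean log2 ratio among those changed in one direction in each library pair. Others are marked as chosen after their values were seen. Genes looked up by name, other than the targeted and Hsp genes, were read at their locus with the highest mean FPKM. Loci of one name can disagree. In the *Syn1* libraries, loci named *Dys* alone had mean log2 ratios to control from -2.122 to 1.235. The alternatives were a pseudocount of 0.1, a minimum mean FPKM of 1 (7198 loci), median-ratio scaling, unstressed libraries only, each condition, mutant or genotype left out, a limit of no change of 0.5, other limma thresholds, an intensity-dependent prior variance, no condition term, the mean over genotypes and a 4-fold threshold. Alternatives that include unnamed loci, sum loci of one name, take any status or use other limma thresholds for stress were chosen after seeing the data. The FPKM of the *Dg* locus was not lower in the libraries labelled *Dg*, so these are named by their label. Functional categories and protein interactions were not analysed here, and neither were *LysX*, *mtrm*, *Hsp23*, *Hsp83*, *CG5079*, *bigmax*, *Brd* and *sro*.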

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

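The tests in this part were chosen only after the results had been seen, and the one on the male reproductive tract was changed after its values were known. Its first form, all testis loci higher on the mean of the conditions, was met in *Dys* and *Syn1*, and its next form, all higher in each condition, in *Dys* alone.

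The control library under metabolic stress had a summed FPKM of 347096.5, set apart from the metabolic libraries of the other genotypes. It was the only 1 of 26 groups of libraries in which a library stood apart by Dixon's criterion, and chance gives about that many. A few loci taking a large share of the FPKM were tested as the explanation. Over all loci but the 10 highest of each library, the sum was still 1.13 times the next highest metabolic library, which argues against those loci as the whole cause. Summed FPKM is not depth, and no biological explanation was tested.

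The mitochondrial locus *mt:CoI*, which the paper does not discuss, had FPKM from 641.6 to 1135.4 in the 6 *Dys* and *Nos* libraries and from 1.17 to 2.38 in the other 9, so the lowest of the former was 269.4 times the highest of the latter. A difference in depth is argued against, because relative depth differed by a factor of 1.41 at most. A strain or lineage difference carried by the *Dys* and *Nos* flies is a candidate explanation. The gap of 269-fold is present in all 3 conditions, but lineage and mutation cannot be told apart because they coincide in these libraries. Only 1 mitochondrial locus was analysed, so the authors' estimation of this locus stays open as well.

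The accessory gland list (8 loci from 29 genes, 3 of which the paper names and 1 of which is in another list) was lower than control, with a mean over the 4 mutants of -1.175 in median log2 ratio. The medians were -1.02 in the libraries labelled *Dg*, -1.03 in *Dys*, -0.68 in *Syn1* and -1.98 in *Nos*. By condition they were -1.12, -1.16, -0.86 and -1.59 unstressed, 0.38, -0.16, -0.15 and -1.07 under temperature stress, and -2.18, -1.70, -1.06 and -3.37 under metabolic stress, so temperature stress does not show the decrease outside *Nos*. The most abundant member, *Acp26Aa*, had FPKM of 777.8 in unstressed control flies and 283.7, 362.7, 469.6 and 285.8 in the mutants. After median-ratio scaling the highest of the 4 medians was -0.67, which argues against the scaling of the libraries. A lower share of the whole male reproductive tract, testis included, would lower the testis list as much as the gland list. The testis medians were 0.18 unstressed, 0.11 under temperature stress and 0.34 under metabolic stress in *Dg* (3 of 4 loci higher in each), 0.43, 0.28 and 0.93 in *Dys* (4 of 4 in each), 0.14, -0.04 and 0.69 in *Syn1* (3, 2 and 4 of 4) and -0.12, -0.40 and 0.40 in *Nos* (2, 1 and 3 of 4). The gland median lay below the testis median in all 3 conditions in *Dys*, *Syn1* and *Nos*. The mean difference was -1.56 (SD 1.10), -0.96 (SD 0.82) and -1.97 (SD 1.61). This argues against a lower share of the whole tract as the whole cause in *Dys*, and only weakly in *Syn1* and *Nos*. In the latter pair the mean lay just beyond the SD, and the *Syn1* difference under temperature stress was -0.12. In *Dg* the differences were -1.30 unstressed, 0.27 under temperature stress and -2.53 under metabolic stress, with a mean of -1.19 inside the SD of 1.4. The unstressed and metabolic values, where the gland list was lower, go against it, but with 1 library each and a spread this wide it stays open in *Dg*. The ejaculatory duct or bulb list had medians of -0.62 in *Dg*, -0.35 in *Dys*, 0.27 in *Syn1* and -0.27 in *Nos*, which under metabolic stress alone were -1.38, -1.23, -0.32 and -2.12 and under temperature stress alone 0.23, 0.24, 0.65 and 0.51. Its most abundant locus, *Peb*, had FPKM of 5067.4 in unstressed control flies and 2231.3, 1110.2, 2207.8 and 972.6 in the mutants, so a lower share of the gland and duct without the testis stays open in all 4. A biological effect of the mutations stays open and untested.

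The antimicrobial peptide list (7 loci from 16 genes, 1 of which the paper names) was higher than control, with a mean over the mutants of 1.51. The medians were 0.94 in *Dg*, 2.26 in *Dys*, 1.56 in *Syn1* and 1.29 in *Nos*, with 6 of 7 loci higher in each. The exception is the most abundant locus, *CecA1* with *CecA2*, whose FPKM was 257.1 in unstressed control flies and 103.2, 120.5, 235.0 and 131.6 in the mutants. By condition the list medians were 0.09, 2.05, 0.52 and 0.68 unstressed, 1.08, 2.24, 3.39 and 0.33 under temperature stress, and 0.42, 3.18, 0.05 and 2.51 under metabolic stress. After median-ratio scaling the lowest of the 4 medians was 0.93, which argues against the scaling of the libraries. Infection of single pools and an effect of the mutations both stay open and untested.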

How the results depend on the processing

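The tests in this part were chosen only after the results had been seen, apart from the alternatives set in advance. Genotypes were compared within conditions, by averaged ratios and by the condition term in limma, and with 1 library for each genotype and condition there is no replicate number to pair on. The alternative count model was not run because the values are FPKM. Except where a reason is given, the cause of a change was not tested. A count was taken as within its limits at up to 1.5 times the reported one, a share inside the 95% binomial interval of the reported share, and the Hsp median within its SD.

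With a pseudocount of 0.1 in place of 1, 25 of 33 results moved past these limits and 8 stayed within them. A smaller pseudocount shrinks the ratios of low loci less, so more loci pass a fold threshold. The 2-fold counts were 1709 (*Dg*), 2066 (*Dys*), 1286 (*Syn1*) and 1274 (*Nos*), with 249 in all mutants and 131 in the core mutants but not *Nos*. Temperature stress changed 1552 loci in control (57.5% lower) and metabolic stress 1147 (66.5% higher). Of 2396 loci changed by either stress, 303 (12.7%) changed under both, 41.6% of them in opposite directions. Under temperature stress 72 loci were DGC-prevented and 203 DGC-independent. Under metabolic stress 140 were DGC-dependent, 11 DGC-prevented and 50 DGC-independent. limma called 766 (*Dg*), 948 (*Dys*), 562 (*Syn1*) and 520 (*Nos*), 75 under temperature stress and 0 under metabolic stress. With a pseudocount of 1, 1505 loci had an unadjusted p under 0.05 under metabolic stress by limma.

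With loci of a mean FPKM under 1 left out, 31 of 33 results stayed within the limits. The share of loci lower under temperature stress became 79.1% and the Hsp median 0.26. With median-ratio scaling 32 of 33 did, and the limma interaction under temperature stress became 6 loci. It became 10 with an intensity-dependent prior variance, where the other 7 results stayed within the limits. So did 7 of 7 results with unstressed libraries alone and 4 of 4 with the condition term left out, where limma called 217 (*Dg*), 329 (*Dys*), 164 (*Syn1*) and 166 (*Nos*).

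Ratios averaged over the 5 genotypes gave 262 loci under temperature stress (62.2% lower) and 214 under metabolic stress. Of 454 changed by either stress, 22 (4.85%) changed under both, 36.4% of them in opposite directions. A 4-fold threshold, which admits fewer loci by construction, gave 65 (81.5% lower) and 103 (98.1% higher). It left 162 under either stress and 6 (3.70%) under both, 83.3% of them in opposite directions. With no change set under 0.5, which also admits fewer, 36 loci were DGC-dependent and 10 DGC-prevented under temperature stress, and 28 and 1 under metabolic stress.

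For genotypes, limma with an adjusted p against a 2-fold change called 70 (*Dg*), 121 (*Dys*), 61 (*Syn1*) and 40 (*Nos*) loci. With an adjusted p against no change and a 2-fold change it called 553, 808, 334 and 366. For stress, alternatives chosen after seeing the data called 242 (temperature) and 126 (metabolic) by the latter rule and 82 and 81 by unadjusted P against a 2-fold change.

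With conditions, mutants or genotypes left out in turn, the loci changed in all mutants ran from 56 to 131, those DGC-prevented under temperature stress from 21 to 29 and those DGC-independent from 39 to 78. Under metabolic stress, DGC-dependent loci ran from 70 to 121, DGC-prevented from 4 to 31 and DGC-independent from 31 to 65, with 71.8% to 90.8% in one direction. Fewer mutants make these class rules easier to pass by construction. limma's stress calls ran from 0 to 5 (temperature) and 0 to 7 (metabolic).

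The next alternatives were chosen after seeing the data. With unnamed loci included, 124 loci changed in all mutants and 70.9% of loci were lower under temperature stress. limma called 408 (*Dg*) and 293 (*Syn1*), 7 and 0 under the stresses, and 17 and 3 by the interaction. With any status, the shares were 70.9% lower and 85.7% higher, and 124 loci (11.5%) changed under both stresses, 32.3% of them in opposite directions. limma then called 0 under metabolic stress, and 22 and 14 by the interaction. With loci of one name summed, 48 loci changed in all mutants, 10 were DGC-prevented under temperature stress, the shares were 80.2% lower and 95.2% higher, the Hsp median was 0.26 and limma called 120 in *Syn1*.

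Of 1080 log2 ratios of named loci recomputed under the pseudocount and scaling alternatives, 63 moved by more than their spread and 16 changed sign. Depth is known only relative to the unstressed control library, so counting error at low loci was not computed.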

Differences from the paper's values

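The settings named as chosen after seeing the values were added only after the results had been seen. Loci, not genes, are counted here.

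At least 2-fold in *Dys*, 864 loci changed against the paper's 513. A minimum mean FPKM of 1 (767) and the metabolic libraries left out (694) brought the count within 1.5 times, and loci of one name summed (654), chosen after seeing the values, did too. The other alternatives of this count did not. By the limma test against a 2-fold change at an unadjusted P of 0.1, the thresholds of the Materials and Methods, the count in *Dys* was 401, within 1.5 times of the paper's, and so were 484 without the temperature libraries, 349 without the unstressed ones, 358 at a minimum mean FPKM of 1, 401 after scaling and 400 with an intensity-dependent prior variance, as well as 561 with unnamed loci and 409 with any status, both chosen after seeing the values. In all 4 mutants, 79 loci changed against the paper's 46. The same settings closed the gap, with 61, 56 and 48 (the last chosen after seeing the values), and the others did not. The limma calls had 27 loci in all 4, also outside 1.5 times of the paper's 46, and no alternative was run for this count. In *Dg*, *Dys* and *Syn1* but not *Nos*, 50 loci changed against the paper's 25. None of the alternatives set before the data were examined closed the gap, and loci of one name summed, chosen after seeing the values, gave 36.

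Under temperature stress, 79 loci were DGC-dependent against the paper's 38. A minimum mean FPKM of 1 gave 56 and a limit of no change of 0.5 gave 36, while the others did not close the gap. There were 16 DGC-prevented loci against the paper's 8. The limit of 0.5 gave 10, as did loci of one name summed, chosen after seeing the values, and the others did not. There were 37 DGC-independent loci against the paper's 21. None of the alternatives set before the data were examined closed this gap, and loci of one name summed, chosen after seeing the values, gave 30. Under metabolic stress, 2 loci were DGC-prevented against the paper's 4. Without *Dys* the count was 4 and without *Dg* it was 5, and the others did not close the gap.

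Loci changed in opposite directions by the stresses numbered 39 against the paper's 34, and loci of one name summed, chosen after seeing the values, reached 34. The count in *Dg* was 614 against about 430 in Fig. 1B, read by eye, and in *Nos* 475 against about 450 in Fig. 1B, read by eye. limma called 266 in *Dg* and 202 in *Nos*. For *Dg*, 553 by an adjusted p against no change with a 2-fold change and 359 without the temperature libraries came within 1.5 times of the figure, as did 408 with unnamed loci and 290 with any status, both chosen after seeing the values. For *Nos*, 520 with a pseudocount of 0.1 and 366 by that adjusted p did. The other alternatives did not close these gaps.

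Some directions differ. The paper has *LysE* and *LysS* strongly upregulated in the core mutants. Here *LysE* had log2 ratios of -2.53 in *Dg*, -2.30 in *Dys* and -1.93 in *Syn1*, and *LysS* 0.13, 0.55 and 0.38. The paper places the lysozyme genes on chromosome 2, and the values list them on 3L. The genes of Fig. 1C shown as downregulated that had a locus had medians from -0.08 to 0.05. Those shown as upregulated had medians of -0.38 in *Dg*, with 0 of 8 loci higher, -0.31 in *Dys*, with 2 of 8 higher, -0.08 in *Syn1* and 0.01 in *Nos*. The genes shown as lower in control in Fig. 3A had a median of -0.01, and those shown as higher in control in Fig. 4A had -0.20. *PGRP-SC2*, which Fig. 4A shows as lower in control under metabolic stress, was higher by 3.11. Of the metabolic and proteolysis-related genes the paper has downregulated by temperature stress in control, *CG18585* fell by 1.14, while *Hmgs* was 0.27, *CG13526* 0.25, *CG16894* 0.23 and *Ext2* 0.00. The locus listed for *CG14142* and *GlcAT-P* was also lower, by less than 2-fold, and the locus listed for *SMSr* and *CG8564* was slightly higher. *Takl1* and *CG14642* did not fall at least 2-fold in the mutants under metabolic stress, where the lowest ratios were -0.93 and -0.81. The paper has mixed directions among its DGC-independent temperature genes for *bigmax* and *Brd*, not analysed here, and the mixed loci here were *CG34212* and *TotC*.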

Other observations

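The tests in this part were chosen only after the results had been seen, and the one on lysozyme genes was changed after its values were known, from a sum beyond the SD in each condition (met in *Syn1* alone) to one direction in all 3 conditions with a mean beyond the SD.

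Loci changed in all 4 mutants were more than chance values of the shared control libraries gave, since 0 of 100 simulations had as many. The hypothesis that any genotype taken as the shared reference gives as many was met by 2 of the 4 mutants, *Dg* and *Dys*. The share in one direction is not informative on its own, as chance values of the shared control libraries gave a share as high in 84 of 100 simulations.

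The hypothesis that any single genotype set apart from the other 4 gives as many loci as control was tested for each class. For DGC-dependent loci under temperature stress (79 in control) it was met by 4 of the 4 mutants. Under metabolic stress (58 in control) it was met by 2, *Dys* with 100 and *Nos* with 75, and not by *Dg* with 48 or *Syn1* with 31. For DGC-prevented loci under temperature stress (16 in control) it was met by 1, *Dg* with 36, and not by *Dys* with 4, *Syn1* with 5 or *Nos* with 2. Under metabolic stress (2 in control) it was met by 3, *Dys* with 4, *Syn1* with 15 and *Nos* with 21, and not by *Dg* with 0. An effect of the DGC on some of the loci stays open in each class.

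For limma's genotype effects, 1 of the 10 splits of the 6 libraries, the real one, gave as many loci for *Dg*, 1 of 10 for *Dys*, 1 of 10 for *Syn1* and 1 of 10 for *Nos*. The highest other splits gave 37, 27, 22 and 73. With 10 splits, no share under 0.1 can be reached. For stress, 1 of 100 splits gave as many loci under temperature stress and 1 of 100 under metabolic stress, where the other splits gave 0. By an adjusted p against no change with a 2-fold change, the temperature count of 242 was reached by 1 of 100 splits, the real one (highest other 32), and the metabolic count of 126 by 2, the other of which gave 223.

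Reads moved between lysozyme genes with their sum unchanged is a candidate explanation for *LysB*, *LysC* and *LysD* being higher while *LysE* was lower. The summed FPKM differed from control by a mean log2 ratio of 2.35 in *Syn1*, by 2.35, 3.46 and 1.23 in the 3 conditions (unstressed, temperature and metabolic) with an SD of 1.11, which argues against it there. In *Dys* the mean was 2.38 with an SD of 1.18, and the sum was higher in all 3 conditions, with FPKM of 145.5, 232.3 and 728.6 against 70.7, 29.3 and 79.7 in control. The log2 ratios of 1.03, 2.95 and 3.18 argue against an unchanged sum in *Dys* as well, although 1.03 alone lies inside the SD. In the libraries labelled *Dg* the mean was 0.78, inside its SD of 1.06, with 0.001 unstressed, 1.99 under temperature stress and 0.35 under metabolic stress. The temperature value (FPKM of 118.8 against 29.3) goes against an unchanged sum there, in 1 library, and the explanation stays open in the other conditions.

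Windows of 11 neighbouring loci (7081 windows) were ranked by median log2 ratio, to test for a deleted region that carries the targeted gene. Here each ratio was of a mutant to the mean of the other genotypes, over loci with a mean FPKM of at least 1. The lowest window held the target, at rank 1, in *Syn1* (3L, 21717059 to 21926125, median -0.74) and at rank 1 in *Nos* (2L, 10770896 to 10937925, median -1.13). In *Dys* the lowest window lies at the position of *Dys* itself (median -2.20). In the libraries labelled *Dg*, whose flies carry no deficiency, the lowest window that holds *Dg* was at rank 996, with a median of -0.12. The lowest window of all in these libraries (2R, 14268697 to 14299227, median -1.09) lies 2282533 bp from *Dg*. Its median is below that of the *Syn1* window, so a low median alone does not mark a deleted region.

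The other marker lists gave these median log2 ratios to control over the mutants. The eye list (6 loci) ran from 0.38 to 1.5 and was higher in all 4, with 6 of 6 loci higher in each by the mean of the 3 conditions. This did not hold in the temperature libraries alone, where the median was -0.15 in *Dys* with 2 of 6 loci higher and 0.49 in *Dg* with 4 of 6. Its most abundant locus, *Rh3*, had FPKM of 50.0 in unstressed control flies and 79.2, 79.0, 90.4 and 99.3 in the mutants, but 84.9 in control and 75.6, 53.7, 92.6 and 117.7 in the mutants under temperature stress. The paper lists a *w* allele for the control and for the deficiency stocks used with *Syn1* and *Nos*, and it selected the *Syn1* deletion by white eyes. It does not state the eye colour of the flies sequenced, and an effect of eye colour was not tested. Testis (4 loci) ran from -0.04 to 0.58, ejaculatory duct or bulb (4) from -0.62 to 0.27, digestive proteases and lysozymes (18, of whose 29 genes the paper names 7) from -0.92 to -0.08, fat body storage (5) from -0.93 to -0.09, and flight muscle (10) from -0.64 to 0.15. Each of these lists changed sign with the condition in some mutants. The testis list in *Nos* was -0.40 under temperature stress and 0.40 under metabolic stress. The ejaculatory duct or bulb list in *Dg* was -0.69 unstressed and 0.23 under temperature stress. Under temperature stress the digestive list was 0.30 in *Dys* and 0.61 in *Syn1*, with 14 of 18 loci higher in each, against -0.87 and -0.33 unstressed. The fat body list was 0.50 in *Nos* unstressed and 0.34 in *Syn1* under temperature stress, and its -0.67 in *Dys* comes from the metabolic library (-1.94, against 0.02 unstressed and -0.02 under temperature stress). Flight muscle was 0.36 in *Syn1* and 0.54 in *Nos* under temperature stress, against -0.01 and -0.24 unstressed. Female germline (6) ran from -0.07 to 0.07, female yolk and eggshell (9) from -0.10 to 0.12, and larval cuticle (5) from -0.11 to 0.06.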
